# Dynamic, mating-induced gene expression changes in female head and brain tissues of *Drosophila melanogaster*

**DOI:** 10.1186/1471-2164-11-541

**Published:** 2010-10-06

**Authors:** Justin E Dalton, Tanvi S Kacheria, Simon RV Knott, Matthew S Lebo, Allison Nishitani, Laura E Sanders, Emma J Stirling, Ari Winbush, Michelle N Arbeitman

## Abstract

**Background:**

*Drosophila melanogaster *females show changes in behavior and physiology after mating that are thought to maximize the number of progeny resulting from the most recent copulation. Sperm and seminal fluid proteins induce post-mating changes in females, however, very little is known about the resulting gene expression changes in female head and central nervous system tissues that contribute to the post-mating response.

**Results:**

We determined the temporal gene expression changes in female head tissues 0-2, 24, 48 and 72 hours after mating. Females from each time point had a unique post-mating gene expression response, with 72 hours post-mating having the largest number of genes with significant changes in expression. At most time points, genes expressed in the head fat body that encode products involved in metabolism showed a marked change in expression. Additional analysis of gene expression changes in dissected brain tissues 24 hours post-mating revealed changes in transcript abundance of many genes, notably, the reduced transcript abundance of genes that encode ion channels.

**Conclusions:**

Substantial changes occur in the regulation of many genes in female head tissues after mating, which might underlie aspects of the female post-mating response. These results provide new insights into the physiological and metabolic changes that accompany changes in female behaviors.

## Background

Successful reproduction in *Drosophila melanogaster *requires the interplay of behavioral repertoires performed by males and females, which include male courtship, female receptivity, copulation, and female post-mating responses. Females are biochemically poised to respond to sperm, proteins, and other molecules transferred during copulation, which induce the post-mating response. This response, which lasts about a week, includes reduced receptivity to mating, metabolic changes, increased immunity and the physiological changes that accompany sperm storage, fertilization and egg-laying [reviewed in [1,2]].

Accessory gland proteins (Acps), which are synthesized in the male accessory gland and transferred to females in the seminal fluid during copulation, act together to induce the post-mating response (reviewed in [1-3]). Of the Acps identified, sex peptide (SP) appears to be one of the primary triggers of the post-mating response. Injection of biochemically purified SP or ectopic expression of the gene that encodes SP in virgin females induces increased egg laying and reduced receptivity to mating [4,5]. Furthermore, females mated to males lacking SP show a diminished post-mating response, as they are more receptive to mating and lay fewer eggs than females mated to wild type males [6,7]. SP enters the female reproductive tract during copulation. A fraction of SP immediately circulates systemically by entering into the hemolymph [8], whereas another fraction remains bound to the tail of sperm and is thought to be gradually released into the hemolymph by cleavage [9,10]. SP binds the sex peptide receptor (SPR), a G protein-coupled receptor [11], which is expressed in the female reproductive organs and nervous system. SPR is required in a subset of sensory neurons in the reproductive tract to elicit the post-mating response [12,13]. Additionally, it has been shown that after mating females increase their food intake and have a preference for food with yeast, a source of proteins, which is thought to facilitate increased egg production. This change in food preference and intake requires SPR and receipt of SP [14-16].

Females that receive seminal fluid proteins, but no sperm, have a short-term post-mating response that lasts about a day, with increased egg production and decreased receptivity to mating. Long-term post-mating changes, which last about a week, require receipt of both sperm and seminal fluid proteins, with SP playing a critical role [9,10]. The slow release of SP that is bound to sperm tails is thought to elicit the long-term female post-mating changes. Other Acps contribute to the post-mating response in different ways including increasing ovulation rate (Acp26Aa, also called Ovulin; [17]) and sperm storage (Acp36DE; [18]). Additionally, *CG33943 *is required for full stimulation of egg laying, and four additional Acps (*CG1652, CG1656, CG17575, CG9997*) are required for sustained egg laying, release of sperm from storage organs, and reduced receptivity to courtship [10]. The functions of some 100 other Acps are largely unknown.

Despite having knowledge regarding the functions of seminal fluid proteins that contribute to the post-mating response, little is known about the downstream effector genes that mediate the post-mating response in females, especially in tissues outside of the reproductive tract, such as head and central nervous system (CNS) tissues. Microarray studies have determined the global changes in transcription observed after mating by comparing gene expression between virgin and mated females in whole animals [19-21] and in dissected female reproductive tract tissues [22]. It is clear that there are tissue-specific, post-mating gene expression responses [compare [19,22]; however, it is unlikely that changes in gene expression in head and brain tissues would have been detected by the previous whole animal studies given the sensitivity of the microarray assay [see [23,24]. Finally, while the post-mating response lasts for about a week, previous genomic studies only examined time points within 24 hours of copulation. Important, unanswered questions remain, including the identification of tissue-specific gene expression changes that occur in head and brain tissues post-mating and understanding how the post-mating response is maintained long-term.

Here, we present the results of a time-course study examining gene expression in head and dissected brain tissues of female flies after mating. Genes whose products function in metabolism show marked changes in expression levels in the head post-mating. A large proportion of these genes are expressed in the head fat body, a tissue that is similar to mammalian adipose tissue. The fat body can influence tissues at a distance through the release of factors into the hemolymph [25], as well as respond to energy needs by altering the storage of energy reserves, such as glycogens, lipids, and proteins [26]. We also identified genes that are expressed in the brain whose transcript abundance changes post-mating, including at least five genes that encode products with ion channel activity, suggesting that changes in neurophysiology mediate aspects of the post-mating response. Comparisons of the genes identified in this study with those previously identified in studies examining gene expression changes post-mating in whole animal or internal reproductive tissues revealed little overlap, highlighting that different tissues have a unique post-mating response at the level of gene expression.

## Results

We performed gene expression analyses to identify genes differentially expressed between virgin and mated females, in adult head and brain tissues. RNA was derived from age-matched, adult head tissues from virgin and mated females at 0-2, 24, 48, and 72 hours post-mating, and from brain tissues at 24 hours post-mating. For each time point, two-color, glass-slide microarray experiments were performed, using four independent biological replicates [for array platform [27]. 

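Each array compared heads of mated females directly with heads of virgins of the same age. The 4 head time points had 4 arrays each, 16 in all, and every array held its own samples of mated and of virgin females, each of about 100 heads, with 20 µg of total RNA used to make labelled cDNA. Females were 5 days old when they mated, and 0 to 2, 24, 48 or 72 h passed before collection. RNA of mated females carried Cy3 in replicates 1 and 2 and Cy5 in replicates 3 and 4. The values used are the authors' normalized log2 ratios of mated over virgin, which they had already turned for the dye swap. The scanner, background correction, normalization and the reason for an empty cell are not given in the sources used here. An array held values for 1818 to 4896 of 15744 probes at 0-2 h (median 3220), 1879 to 4559 at 24 h (3629), 2076 to 2875 at 48 h (2802.5) and 3600 to 6466 at 72 h (5768.5), and the small number of arrays limits the precision of every mean. limma's moderated test was applied to each probe with at least 2 values. Genes could be named only where the study's lists of top genes name them, so the unit tested is the probe, and no count of a gene list below is independent evidence of the list's direction. The lists themselves and the rule for naming genes were fixed before the data were examined, with the study's tables already seen. Values of arrays with the same dye orientation correlated across probes at r = 0.62 to 0.69 at 0-2 h, -0.04 to 0.48 at 24 h, 0.58 to 0.70 at 48 h and 0.13 to 0.19 at 72 h. Between opposite orientations r was -0.46 to -0.39, -0.07 to 0.13, 0.14 to 0.44 and -0.08 to 0.38 at these times. Of the probes tested, 902 (23.3%), 1007 (24.3%), 307 (10.3%) and 395 (6.16%) had values in 1 orientation only, where the swap cannot average out a dye bias.

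**Figure D1:**
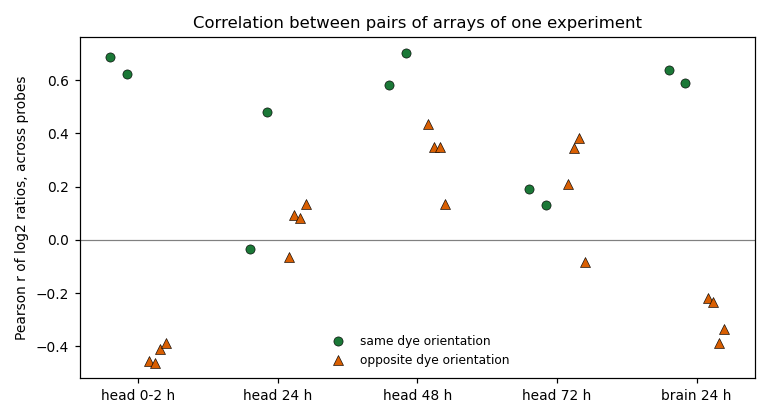
Correlation across probes of the log2 ratios of each pair of arrays within an experiment, on the y axis, for the 4 head time points and the brain on the x axis. Points are pairs of arrays with the same or the opposite dye orientation; at 0-2 h and in the brain every pair of opposite orientation lies below 0.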

All females were five days old when mated and raised under constant environmental conditions, and therefore, were expected to show minimal variation in gene expression levels [28]. Given this, most gene expression differences observed in these experiments are expected to be due to the post-mating response, rather than due to changes in gene expression in virgin female animals. We refer to genes with higher expression in mated females than in age-matched virgins as induced or up-regulated, and those with lower expression in mated females as repressed or down-regulated.

At the four time points examined, differences in the numbers of genes that showed significant differential expression between mated and virgin female head tissues were observed [0-2 (237 genes), 24 (326 genes), 48 (449 genes), and 72 (545 genes) hours post-mating, *P *< 0.05], with later times showing greater differences (Table 1). These results are distinct from those obtained from experiments that analyzed post-mating gene expression changes in whole adult females, in which thousands of genes showed significant expression differences early, at 1-3 hours post-mating, whereas only hundreds of genes were differentially expressed at each later time point, including 6, 12, and 24 hours after mating [20]. 

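At 0-2 h Hsp68, a heat shock chaperone, and CG8616 fell and CG12896 rose after mating. At 24 h Lsp2, a storage protein of the fat body, fell. At 48 h 59 probes fell and 15 rose, among them the storage proteins Lsp2 and Lsp1beta, which fell, and the serine peptidase CG9676, which rose. At 72 h CG10814, CG10962, takeout and Obp99b fell and CG3348 rose. These are all of the named probes at 0-2, 24 and 72 h with an adjusted p under 0.05 from limma, 3 of 3871 probes tested at 0-2 h, 1 of 4140 at 24 h, 74 of 2981 at 48 h and 5 of 6416 at 72 h. An unadjusted p under 0.05 was reached by 245 probes (95 lower, 150 higher) at 0-2 h, 326 (208 lower, 118 higher) at 24 h, 451 (283 lower, 168 higher) at 48 h and 545 (316 lower, 229 higher) at 72 h. At a nominal rate of 5% of the probes tested, the observed numbers were 1.27, 1.57, 3.03 and 1.70 times those expected. On simulated arrays without a dye bias 5.39, 4.67, 4.82 and 5.18% of unchanged probes passed. With a bias of SD 0.3 these were 4.11, 4.80, 3.16 and 1.67%, so the true rate can differ. That bias was set alike for all times. At 72 h it exceeds the SD of 0.18 of the part of the values that turns with the dye. At 0-2 h 20 lower and 71 higher of 2969 probes with a value in each orientation passed. Without replicate 1 there, 15 lower and 43 higher of 2858 passed, and without replicate 3 204 and 228 of 3536. The excess of lower probes at 24 h depended on the setting. It was lost without replicate 1 (266 lower, 280 higher), with a one-sample Student's test (149 and 156) and with values on all 4 arrays (12 and 14). The other settings kept it. Without replicate 3 or 4 no probe passed the adjusted test at 0-2 h, and 1 passed without replicate 2. Leaving out 1 array gave 3 probes at 24 h (without replicate 1), 14 (without replicate 3) and 34 (without replicate 1) at 48 h, and 12 (without replicate 2) and 3 (without replicate 4) at 72 h. With a dye term the counts were 47, 51, 104 and 47 in the order of time, and with all 20 arrays in one fit 92 at 24 h. The dye term needs at least 3 values and a value in each orientation, which left 2556, 2282, 2272 and 4922 probes. The fit of all 20 arrays takes 1 variance per probe over experiments of unlike spread.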

The post-mating changes in gene expression in head tissues were also distinct from those identified in the female reproductive tract tissues, in which the most differentially expressed genes were identified at 6 hours post-mating, with fewer identified at an earlier and later time point, 3 hours and 24 hours post-mating, respectively [22].

**Table 1:** The number of genes with significant differences in expression in head tissues post-mating at four time points (*P *< 0.05).

Time point	Number of genes
0-2 hours post-mating	
lower in mated females	93
higher in mated females	144
	
24 hours post-mating	
lower in mated females	208
higher in mated females	118
	
48 hours post-mating	
lower in mated females	283
higher in mated females	166
	
72 hours post-mating	
lower in mated females	316
higher in mated females	229

The difference in kinetics of the transcript changes likely reflects the diverse causes of gene expression changes in the tissues examined. Multiple factors might contribute to expression changes, including social and physical interactions [29], responses to individual seminal fluid components and sperm [20], and responses to fertilization and egg-laying [30]. Additionally, each tissue-type examined likely responds in a tissue- and temporal-specific manner. Given the experimental design, we are unable to distinguish between these different influences on gene expression changes.

### Biological processes that underlie the post-mating response in head tissues

To gain insight into the types of biological processes that are responsive to mating in adult head tissues, we focused our analysis on the top 100 genes which showed significantly altered expression, based on false-discovery rank (FDR), from each time point (Additional file 1). Collectively, there are 309 unique genes from all four time points among the top 100 FDR ranked genes (genes present in multiple lists are counted once; Additional file 1). The genes identified at the 24 and 48 hour post-mating time points show the largest amount of overlap (50 genes overall; six up-regulated and 44 down-regulated; Figure 1). 

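Genes in both lists included the amino acid enzymes aay, Got2 and pug, the first enzyme of purine synthesis, Prat2, and Lsp2, all lower after mating, and CG3348 and CG8147, higher after mating. By name the study's lists of 100 share 50 genes, 44 lower and 6 higher at both times. On the part of the array where a probe held the same gene at both times, 1827 probes were tested at each of them, and 57 and 65 of them were among the 100 lowest p of their time point from limma. These lists shared 37 probes, 33 lower and 4 higher, where independent lists would share 2.03 (one-sided exact hypergeometric test, p = 7.18e-45). Probes are not independent replicates, so this p does not measure how far the overlap would recur in other flies. The overlap was 6 when values on all 4 arrays were required at both times and 13 with a one-sample Student's test.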

Not surprisingly, the genes from 0-2 and 72 hours stages show the least amount of overlap (two genes; one up-regulated and one that is significantly different at both time points, but regulated in opposite directions; Figure 1).

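CG8147 was lower at 0-2 h and higher at 72 h, and Nop56, a core protein of the small nucleolar particles that modify ribosomal RNA, was higher at both times. The log2 ratio of Nop56 was 0.75 ± 0.03 (SD, n = 2) at 0-2 h and 0.45 ± 0.20 (SD, n = 4) at 72 h, with adjusted p = 0.654 and 0.287 from limma. Among 2665 probes tested at both times, 67 and 46 were in the 2 lists and 2 were shared, with 1.16 expected of independent lists (one-sided exact hypergeometric test, p = 0.323). Other settings gave 0 to 10 shared probes, 10 of them when a value on all 4 arrays was required, and leaving out replicate 1, 3 or 4 gave 5, 4 or 6.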

**Figure 1:**
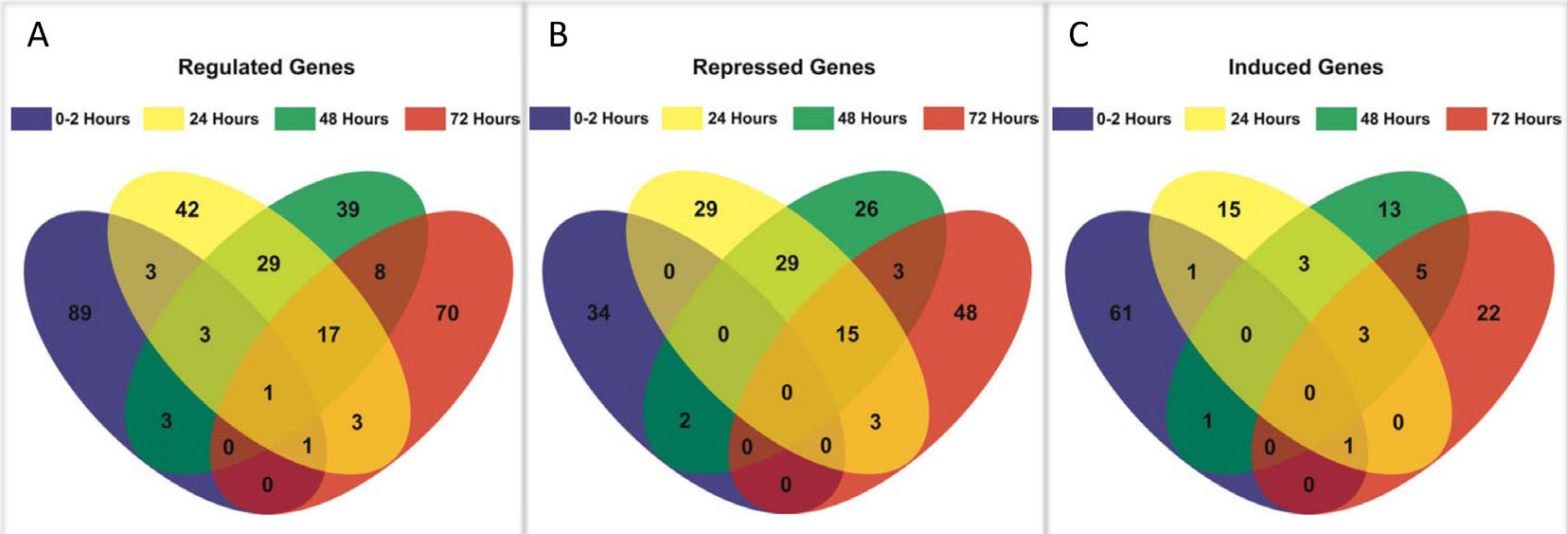
**Venn Diagrams showing the number of genes with significant differential expression that overlap among the four post-mating time points analyzed**. The top 100 ranked FDR genes identified as differentially expressed 0-2 (blue), 24 (yellow), 48 (green) or 72 (red) hours post-mating were used in the analyses. The number of all genes that overlap (A), only the genes that are down-regulated post-mating (B), and only the genes that are up-regulated post-mating (C) among the four time points is shown and indicated by the overlapping colors.

Only one gene, *CG8147*, is among the top 100 FDR ranked genes at all four stages; *CG8147 *encodes a product with predicted alkaline phosphatase activity [31]. *CG8147 *is significantly induced at all post-mating stages in head and brain tissues examined, except at the 0-2 hour stage in head tissues, where it is significantly repressed. 

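CG8147 had a log2 ratio of -0.68 ± 0.39 (SD, n = 4, SE 0.18) at 0-2 h, lower on all 4 arrays, with adjusted p = 0.654 from limma. In heads it was higher on every array with a value at the later times, at 2.13 ± 1.44 (SD, n = 3, SE 0.54) at 24 h (adjusted p = 0.422 from limma), 2.80 ± 1.55 (SD, n = 4, SE 0.49) at 48 h (0.026) and 1.62 ± 1.20 (SD, n = 4, SE 0.37) at 72 h (0.196). In the brain at 24 h the log2 ratio was 1.59 ± 0.44 (SD, n = 4, SE 0.20), higher on all 4 arrays (adjusted p = 0.162 from limma). Only the rise at 48 h passed the adjusted test; the unadjusted p from limma was 0.00563 at 0-2 h, 0.00874 at 24 h, 0.00202 at 72 h and 7.79e-05 in the brain. The spread at 48 h was wide, with single arrays at 1.60, 2.07, 2.46 and 5.07, and the adjusted p from limma was 0.0823, 0.0501 and 0.196 without replicates 1, 2 and 3. At 72 h it was 0.0204 without replicate 3.

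**Figure D2:**
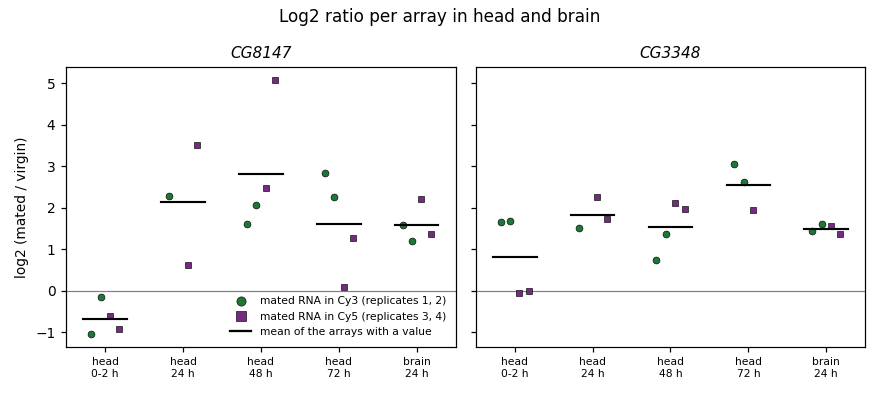
Log2 ratio of mated over virgin (y axis) of CG8147 and CG3348 on each array of the 5 experiments (x axis). Circles are arrays with mated RNA in Cy3, squares arrays with mated RNA in Cy5 and lines means; CG8147 lies below 0 on all 4 arrays at 0-2 h and above 0 on every array with a value elsewhere.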

In our previous study, we found that *CG8147 *shows significant female-biased expression in head tissues [24], perhaps due to up-regulated expression in females post-mating. Others studies show that *CG8147 *is highly repressed when flies are starved and suggest that there is a trade-off between nutrient status and reproductive status [32].

Examination of the Gene Ontology (GO) functional groups in the list of 309 genes allows for a global view of post-mating gene expression changes and reveals that changes in transcript abundance of genes that function in metabolism accompany the physiological changes that occur post-mating in head tissues (Table 2 and Additional file 1 identified using Flymine [33]). Nearly all of the 75 significant GO functional categories identified, including those most significantly overrepresented, contain genes that encode products involved in metabolic processes, including metabolism of amino acids, carbohydrates, and nucleotides (Table 2). 

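At 48 h genes of these 3 kinds of metabolism fell. Of 14 measured genes of amino acid and one-carbon metabolism 7 fell, among them the aspartate aminotransferase Got1 at a log2 ratio of -0.84 ± 0.28 (SD, n = 4), and 1 rose, CG8745. Of 5 genes of the pentose phosphate shunt and NADPH supply 4 fell, among them the malic enzyme Men at -1.16 ± 0.44 (SD, n = 4). Of 4 genes of purine synthesis 3 fell, among them ade3, an enzyme of several early steps, at -1.09 ± 0.44 (SD, n = 3). These calls use an adjusted p under 0.05 over all probes from limma. Adjusted over the list alone, 10, 5 and 3 members passed. That is no separate evidence, since 8, 5 and 3 members are in the study's list for 48 h. At 72 h no member of the 3 lists passed over all probes, while 9 (7 lower, 2 higher), 1 (lower) and 3 (lower) members reached an unadjusted p under 0.05 from limma. At 0-2 h the lists went both ways, with 7 of 12, 2 of 5 and 3 of 4 members higher. The 48 h calls of Got1, Men and ade3 were lost without replicate 1 (adjusted p = 0.18, 0.124 and 0.111 from limma) or 3 (0.140, 0.133 and 0.259), and those of Got1 and ade3 without replicate 2 (0.0556 and 0.0840). That of ade3 was also lost with arrays scaled to one spread (0.0628), with a dye term (0.0857) and with all 20 arrays in one fit (0.0709).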

We were not able to identify metabolic pathways for which all, or most, genes encoding enzymes in the pathway show expression differences in this study. This may be because each gene in the pathway is not regulated at the level of gene expression, or alternatively, because expression differences for these genes do not fall within the top 100 FDR ranked genes.

**Table 2:** The Gene Ontology functional enrichment of the genes identified as mating responsive in head tissues from all four time points

Most significant functional categories identified	
GO Functional Category	*P *value
small molecule metabolic process	2.02E-10
organic acid metabolic process	5.58E-10
carboxylic acid metabolic process	5.58E-10
oxoacid metabolic process	5.58E-10
cellular ketone metabolic process	3.16E-09
cellular amine metabolic process	4.44E-08
cellular amino acid metabolic process	1.39E-07
oxidation reduction	3.83E-07
cellular amino acid and derivative metabolic process	5.36E-07
alcohol metabolic process	1.16E-06
pentose-phosphate shunt	2.10E-05
NADP metabolic process	2.10E-05
NADPH regeneration	2.10E-05
amine biosynthetic process	3.29E-05
alcohol catabolic process	4.58E-05
amine metabolic process	5.95E-05
coenzyme metabolic process	1.12E-04
serine family amino acid metabolic process	1.14E-04
glycine metabolic process	1.18E-04
nicotinamide metabolic process	1.19E-04
alkaloid metabolic process	1.19E-04
nicotinamide nucleotide metabolic process	1.19E-04
cellular amino acid biosynthetic process	1.38E-04
pyridine nucleotide metabolic process	1.83E-04
small molecule catabolic process	2.01E-04

### Gene expression in head tissues 0-2 hours post-mating

Of the top 100 FDR ranked genes, 36 genes are repressed and 64 genes are induced 0-2 hours post-mating (Additional file 1). Of these 100 genes, eight repressed and 18 induced genes show at least two-fold differences in expression (Table 3).

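Among named probes with at least 3 values, all of one sign, and an unadjusted p under 0.05, those highest after mating were CG12896, at a log2 ratio of 1.35 ± 0.07 (SD, n = 4), Fcp26Aa, a protein of ovarian follicle cells, at 2.27 ± 1.94 (SD, n = 3), Nopp140, a nucleolar phosphoprotein, at 1.06 ± 0.85 (SD, n = 3), 18S ribosomal RNA at 0.94 ± 0.31 (SD, n = 4) and CG5254 at 0.88 ± 0.19 (SD, n = 3). Lower, besides CG8147, were CG1146 at -0.82 ± 0.31 (SD, n = 3), CG33214 at -0.62 ± 0.24 (SD, n = 3), CG17325 at -0.58 ± 0.39 (SD, n = 4) and CG8665 at -0.50 ± 0.36 (SD, n = 3). Of these genes only CG12896 passed the adjusted test (adjusted p = 0.0327 from limma, higher on 4 of 4 arrays), and its adjusted p was 0.0557 to 0.157 without any 1 array and 0.0535 with each array centred on its median. For the others the adjusted p from limma was 0.219 or higher. With a dye term 18S ribosomal RNA (adjusted p = 0.00250 from limma), CG1146 (0.00492), CG5254 (0.0111), CG33214 (0.0219) and CG17325 (0.0490) passed. By direction, 36 of the 100 lowest p were lower and 64 higher.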

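Differences of at least 2-fold were carried by 7 lower and 17 higher probes among the 100 lowest p. CG8616 was 10.9-fold lower, at a log2 ratio of -3.45 ± 0.48 (SD, n = 2), and passed the adjusted test (adjusted p = 0.0327 from limma). BBS1, a subunit of a complex of cilia, was 5.44-fold higher, at 2.44 ± 0.47 (SD, n = 2), CrebA, a transcription factor of secretory cells, was at 1.47 ± 0.03 (SD, n = 2) and CG32350 at 1.42 ± 0.34 (SD, n = 2), with adjusted p = 0.0925, 0.241 and 0.385 from limma. CG8616 had values on replicates 3 and 4 only and the other 3 genes on replicates 1 and 2 only, and 60 of the 100 probes were measured in 1 dye orientation. The adjusted p of CG8616 was 0.0535 with each array centred on its median and 0.415 with all 20 arrays in one fit. In the latter fit BBS1 and CrebA passed (adjusted p = 0.0333 for each from limma).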

**Table 3:** The five genes with the most substantial differences in expression that are induced and repressed post-mating at each time point.

Higher in females 0-2 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0052350	*CG32350*	2.67	1.54E-03	13
FBgn0004396	*CrebA*	2.77	7.49E-04	10
FBgn0086265	*Fcp26Aa*	4.83	1.31E-02	65
FBgn0035741	*BBS1*	5.44	1.72E-04	5
FBgn0033521	*CG12896*	2.56	1.15E-05	1
Lower in females 0-2 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0001225	*Hsp26*	11.98	1.50E-04	4
FBgn0035752	*CG8616*	10.91	3.19E-05	2
FBgn0001230	*Hsp68*	7.08	3.78E-05	3
FBgn0001228	*Hsp67Bb*	3.22	4.25E-04	6
FBgn0014018	*Rel*	2.55	1.57E-02	85
Higher in females 24 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0036381	*CG8745*	2.56	8.35E-03	80
FBgn0003250	*Rh4*	2.67	3.39E-03	42
FBgn0040074	*retinin*	3.13	5.14E-03	62
FBgn0040609	*CG3348*	3.56	3.00E-04	7
FBgn0043791	*CG8147*	4.39	8.76E-03	84
Lower in females 24 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0002565	*Lsp2*	18.47	4.53E-06	1
FBgn0002563	*Lsp1beta*	12.14	1.00E-04	2
FBgn0039330	*CG11909*	9.05	1.26E-04	3
FBgn0039685	*Obp99b*	5.44	1.31E-03	26
FBgn0040349	*CG3699*	5.32	8.31E-04	19
Higher in females 48 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0040502	*CG8343*	3.52	9.05E-06	10
FBgn0039703	*CG7829*	3.66	1.51E-05	15
FBgn0085353	*CG34324*	5.32	3.98E-05	24
FBgn0030773	*CG9676*	6.70	5.34E-07	4
FBgn0043791	*CG8147*	6.96	4.31E-04	47
Lower in females 48 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0002565	*Lsp2*	16.60	9.39E-08	1
FBgn0002563	*Lsp1beta*	9.10	3.69E-07	2
FBgn0039685	*Obp99b*	9.09	1.93E-05	17
FBgn0033830	*CG10814*	6.59	1.66E-05	16
FBgn0030073	*CG10962*	5.41	2.73E-05	20
Higher in females 72 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0037612	*CG8112*	2.17	4.10E-04	20
FBgn0052523	*CG32523*	2.35	7.54E-05	7
FBgn0043791	*CG8147*	3.07	2.01E-03	67
FBgn0000165	*Bc*	3.52	8.10E-05	8
FBgn0040609	*CG3348*	5.84	3.01E-06	2
Lower in females 72 hours post-mating				
Flybase	symbol	Fold-change	FDR	FDR rank
FBgn0033830	*CG10814*	7.87	2.67E-06	1
FBgn0039685	*Obp99b*	5.65	3.98E-06	3
FBgn0039298	*to*	4.18	1.01E-05	5
FBgn0031432	*Cyp309a1*	3.27	9.35E-05	10
FBgn0029158	*Las*	3.11	8.46E-05	9

The rapidity of the gene expression response suggests that Acps, or other small molecules contained in the seminal fluid, rapidly circulate in the female's hemolymph and influence gene expression in the head. The mode of signaling may be either direct, as SP has been found associated with brain tissues [34], or indirect, by influencing the physiology of other tissues, like the internal reproductive tissues and associated neurons, which may produce signaling molecules that influence gene expression at distant sites in the body [30]. Given how recently mating had occurred before collecting animals at this time point, the gene expression changes could also be due to social interactions, as it has been shown that males that have courtship interactions, but do not mate, have immediate gene expression changes [29].

### Genes with lower expression in females 0-2 hours after mating

Genes that are repressed 0-2 hours after mating include those that encode products involved in stress, immunity, or detoxification (*Heat shock protein 26, Heat shock protein 68, Heat shock gene 67Bb, relish, Glutathione S transferase E1*; Table 4 and Additional file 2 for biological enrichment). Expression of these genes might normally be high in virgin females, with part of the early post-mating response being a reduction of their expression. This result is in contrast to post-mating gene expression changes in whole animals where genes that encode products involved in immunity were up-regulated post-mating [20]. Additionally, SP induces the innate immune response [35]. 

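Hsp68, a chaperone of the Hsp70 family, fell by 2.82 (SD 0.20, n = 2 on the log2 scale, adjusted p = 0.0327 from limma), which is 7.08-fold. The small heat shock gene Hsp26 had a log2 ratio of -3.58 ± 0.95 (SD, n = 2) and Hsp67Bb one of -1.69 ± 0.13 (SD, n = 2), with adjusted p = 0.0925 and 0.214 from limma. Relish, the NF-kappaB factor of the immune deficiency pathway, was at -1.35 ± 1.03 (SD, n = 2) and the detoxifying enzyme GstE1 at -0.97 ± 0.30 (SD, n = 2), with adjusted p = 0.654 and 0.654 from limma. Of 6 heat shock genes measured 4 were lower, 1 of them past the adjusted test. Adjusted over the list alone 4 passed, Hsp68, Hsp26 and Hsp67Bb, which were lower, and Hsromega, which was higher at 0.94 ± 0.03 (SD, n = 2). Because 4 of the 6 are in the study's list for 0-2 h, this count is no separate evidence. The 3 heat shock genes and GstE1 had values on replicates 1 and 2 only, both with mated RNA in Cy3, and Rel on replicates 1 and 4. The adjusted p of Hsp68 was 0.0557 without replicate 3, 0.135 without replicate 4 and 0.126 with arrays scaled to one spread. Hsp26 passed with all 20 arrays in one fit (adjusted p = 0.0454 from limma).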

One possible explanation for this discrepancy is that exposure to CO_2_, the anesthetic used here, induces a stress response. While our experimental design controlled for this by exposing both mated and unmated females to CO_2_, it is possible that a small increase in the exposure time of virgin females as compared to mated females could account for the apparent repression of genes with products involved in immunity. At all other time points examined flies had at least 24 hours to recover from CO_2 _exposure and work in our lab has demonstrated that CO_2 _exposure has no effect on gene expression after 8 hours (unpublished data).

**Table 4:** The ten most significant GO categories for genes with significant expression differences at each time point

Higher in mated females 0-2 hours post-mating		
GO Term	P value	Number of genes
dopamine metabolic process	4.72E-04	2
anatomical structure development	9.53E-04	18
developmental process	1.26E-03	20
catecholamine metabolic process	2.04E-03	2
catechol metabolic process	2.05E-03	2
phenol metabolic process	2.05E-03	2
diol metabolic process	2.05E-03	2
multicellular organismal process	2.29E-03	22
system development	3.08E-03	15
positive regulation of multicellular organism growth	3.69E-03	2
Lower in mated females 0-2 hours post-mating		
GO Term	P value	Number of genes
response to abiotic stimulus	2.18E-05	6
response to heat	9.81E-04	3
response to temperature stimulus	1.44E-03	3
alcohol metabolic process	1.66E-03	4
steroid catabolic process	3.17E-03	1
cholesterol catabolic process	3.18E-03	1
prenol metabolic process	3.19E-03	1
prenol biosynthetic process	3.20E-03	1
polyprenol metabolic process	3.20E-03	1
polyprenol biosynthetic process	3.21E-03	1
Higher in mated females 24 hours post-mating		
GO Term	P value	Number of genes
response to light stimulus	5.95E-04	3
response to radiation	9.19E-04	3
absorption of visible light	1.98E-03	1
arginine catabolic process to glutamate	1.98E-03	1
positive regulation of biosynthetic process	2.68E-03	3
positive regulation of cellular biosynthetic process	2.68E-03	3
visual perception	2.86E-03	2
sensory perception of light stimulus	3.01E-03	2
positive regulation of cellular metabolic process	3.33E-03	3
positive regulation of metabolic process	3.47E-03	3
Lower in mated females 24 hours post-mating		
GO Term	P value	Number of genes
small molecule metabolic process	3.61E-12	26
organic acid metabolic process	6.94E-11	16
carboxylic acid metabolic process	6.95E-11	16
oxoacid metabolic process	6.95E-11	16
cellular ketone metabolic process	2.16E-10	16
pentose-phosphate shunt	1.24E-07	4
NADP metabolic process	1.24E-07	4
NADPH regeneration	1.24E-07	4
nicotinamide metabolic process	7.35E-07	4
alkaloid metabolic process	7.37E-07	4
Higher in mated females 48 hours post-mating		
GO Term	P value	Number of genes
phosphatidylserine metabolic process	2.23E-03	1
phosphatidylserine biosynthetic process	2.24E-03	1
male courtship behavior	2.25E-03	1
arginine catabolic process to glutamate	2.25E-03	1
D-ribose metabolic process	4.55E-03	1
arginine catabolic process	4.57E-03	1
mating behavior, sex discrimination	4.57E-03	1
cellular process	9.92E-01	8
Lower in mated females 48 hours post-mating		
GO Term	P value	Number of genes
small molecule metabolic process	1.40E-12	26
organic acid metabolic process	4.52E-10	15
carboxylic acid metabolic process	4.54E-10	15
oxoacid metabolic process	4.54E-10	15
cellular ketone metabolic process	1.31E-09	15
hexose metabolic process	7.43E-09	9
monosaccharide metabolic process	2.86E-08	9
pentose-phosphate shunt	1.10E-07	4
NADP metabolic process	1.10E-07	4
NADPH regeneration	1.10E-07	4
Higher in mated females 72 hours post-mating		
GO Term	P value	Number of genes
phosphatidylserine metabolic process	3.14E-03	1
phosphatidylserine biosynthetic process	3.14E-03	1
leucyl-tRNA aminoacylation	6.34E-03	1
asparagine metabolic process	6.37E-03	1
asparagine biosynthetic process	6.37E-03	1
organic acid metabolic process	7.63E-03	4
carboxylic acid metabolic process	7.67E-03	4
oxoacid metabolic process	7.67E-03	4
biological regulation	9.97E-01	2
Lower in mated females 72 hours post-mating		
GO Term	P value	Number of genes
oxidation reduction	8.05E-06	13
organic acid metabolic process	3.75E-05	9
carboxylic acid metabolic process	3.76E-05	9
oxoacid metabolic process	3.76E-05	9
aspartate metabolic process	4.36E-05	2
cellular ketone metabolic process	6.82E-05	9
purine base biosynthetic process	2.61E-04	2
glutamate biosynthetic process	4.35E-04	2
small molecule metabolic process	5.26E-04	13
'de novo' IMP biosynthetic process	6.53E-04	2

### Genes with higher expression in females 0-2 hours after mating

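The log2 ratio of ple at 0-2 h was 0.72 ± 0.18 (SD, n = 3, SE 0.17), a 1.65-fold higher level in mated heads on all 3 arrays with a value. The adjusted p was 0.607 from limma, and the unadjusted p 0.00418. ple encodes tyrosine hydroxylase, the enzyme of the first step from tyrosine to dopamine.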

Dopamine is required for female receptivity to courtship [36] and accordingly, genes that are up-regulated in response to mating include those involved in dopamine metabolism (Table 4 and Additional File 2). *pale*, which encodes a tyrosine hydroxylase important for the production of dopamine, was up-regulated immediately after mating (1.65 fold-change [FC]; FDR rank 25). This is consistent with dopamine playing a role in female receptivity, as the 0-2 hour time point includes females that were recently receptive to courtship. Since acetylation is thought to lead to dopamine inactivation, the up-regulation of *dopamine N-acetyltransferase *(1.43 FC; FDR rank 42), which converts dopamine to N-acetyl dopamine [37,38], provides a mechanism to achieve a subsequent reduction in dopamine activity.

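Dat, the enzyme that acetylates dopamine, had a log2 ratio of 0.51 ± 0.21 (SD, n = 4, SE 0.14), higher on 4 of 4 arrays, with adjusted p = 0.654 from limma. It is a 1.43-fold difference. ple and Dat were the measured members of the list of dopamine and other biogenic amines. Both reached an unadjusted p under 0.05 and passed when adjusted over the list alone. That is no separate evidence, since both have names from the study's own list. Neither passed over all probes as fitted, while with a dye term both passed (adjusted p = 0.0197 and 0.0490 from limma).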

*female-independent-of-transformer *(*fit*) showed increased expression in 0-2 hour post-mated head tissues (1.60 FC; FDR rank 15), whereas *fit *showed decreased expression at later times. 

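fit, which is secreted by the fat body, had a log2 ratio of 0.67 ± 0.22 (SD, n = 4, SE 0.14) at 0-2 h, higher on 4 of 4 arrays (adjusted p = 0.469 from limma). It was lower on all 3 arrays at 24 h, at -1.77 ± 0.38 (SD, n = 3, SE 0.22), and at 48 and 72 h the ratios were -0.84 ± 0.55 (SD, n = 4, SE 0.21) and -0.42 ± 0.41 (SD, n = 4, SE 0.16), with adjusted p = 0.146, 0.091 and 0.514 from limma. No single time point passed the adjusted test as fitted; with a dye term the adjusted p from limma was 0.00492 at 0-2 h, 0.02 at 24 h and 0.0294 at 48 h, and with all 20 arrays in one fit 0.000246 at 24 h and 0.0229 at 48 h. The difference between 24 h and 0-2 h passed, at -2.45 on the log2 scale (SE 0.29, adjusted p = 0.000126 from limma).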

Other studies examining the post-mating gene expression response in whole females also found significantly increased *fit *expression at several stages [19,21], consistent with *fit *playing a key, but unknown role in the post-mating response in many tissues. The biochemical function of Fit is not known, but *fit *is highly expressed in the fat body [39]. Furthermore, *fit *has also been shown to be down-regulated in response to starvation [32] and up-regulated in males in response to courtship interactions [29]. Taken together, *fit *appears to mediate or respond to reproductive and nutrient status in both males and females.

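dm, the fly Myc factor, had a log2 ratio of 0.80 ± 0.46 (SD, n = 3) at 0-2 h, a 1.74-fold higher level, with adjusted p = 0.654 from limma. Myc drives ribosome production, and the other measured genes of the nucleolus list were also higher: nop5, another core protein of small nucleolar particles, was at 0.71 ± 0.00 (SD, n = 2). All 5 members were higher, 4 of them at an unadjusted p under 0.05 from limma. None passed over all probes as fitted and 4 passed when adjusted over the list alone. As 4 of the 5 are in the study's list for 0-2 h, the last count is no separate evidence. With a dye term dm passed (adjusted p = 0.00492 from limma).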

Additional genes that are up-regulated early in response to mating include *diminutive*, which encodes a transcriptional regulator important for animal growth and development (*dm*, also known as *dMyc*; 1.74 FC; FDR rank 52; [40]). Also, one *fruitless *isoform (microarray probe for the A DNA binding domain) is up-regulated in response to mating (2.04 FC; FDR rank 21). *fruitless *isoforms common to both sexes, including those with the A DNA binding domain, are expressed in the adult brain and may play a role in neural patterning [41,42]. In addition, the gene list includes *short neuropeptide F precursor *(2.02 FC; FDR rank 76), which encodes a neuropeptide that regulates food intake [43]; feeding is expected to increase as the females increase their egg-laying [44], and from our results this appears to be an early post-mating response.

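The probe for the A domain of fruitless, a transcription factor gene, sits on a control row of the array. Its mean log2 ratio was 1.03 over n = 2 arrays. Control rows were left out of the test, so no p is given for it.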

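sNPF, a neuropeptide that promotes feeding, had a log2 ratio of 1.02 ± 0.62 (SD, n = 2), 2.02-fold higher on both arrays with a value. Its adjusted p was 0.654 from limma, its unadjusted p 0.0131, and both arrays carried mated RNA in Cy3. From the higher level of sNPF the paper proposes that increased feeding is an early response to mating.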

### Gene expression in head tissues 24-hours post-mating

Of the top 100 FDR ranked genes, 77 genes are repressed and 23 genes are induced 24 hours post-mating (Table 4 and Additional file 2 for biological enrichment). Of these 100 genes, 59 repressed genes and 12 induced genes show at least two-fold differences in expression (Table 3 and Additional file 1).

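The largest changes at 24 h went down. CG11909, an alpha-glucosidase that responds to insulin, was 9.05-fold lower, at a log2 ratio of -3.18 ± 0.24 (SD, n = 2), CG3699 was at -2.41 ± 0.53 (SD, n = 2) and CG10962 at -2.19 ± 0.59 (SD, n = 3), with adjusted p = 0.146, 0.172 and 0.146 from limma. CG3348, a protein with predicted chitin binding, was 3.56-fold higher at 1.83 ± 0.39 (SD, n = 3), CG8745, an aminotransferase, was at 1.35 ± 0.97 (SD, n = 4) and CG9449 at 1.33 ± 0.75 (SD, n = 3), with adjusted p = 0.146, 0.422 and 0.392 from limma. Among the 100 lowest p 77 probes were lower and 23 higher, and 56 and 12 of these differed by at least 2-fold. Replicate 2 held values for 1879 probes, and 8 of the 100 probes had values on all 4 arrays. CG11909 had values on replicates 3 and 4 only, and its adjusted p was 0.0193 without replicate 1. With a dye term CG8745 (adjusted p = 0.0163 from limma), CG10962 (0.0167), CG3348 (0.0188) and CG9449 (0.0421) passed. With all 20 arrays in one fit CG3699 (0.00826) and CG11909 (0.0251) passed, as did CG10962, CG3348 and CG9449.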

The genes *larval serum protein 2 *(*Lsp2*) and *Lsp1beta *are two of the most highly repressed genes (Table 3), suggesting that a major shift in metabolic state is part of the post-mating response, as the products of these genes function as fat body nutrient reservoirs for the storage of amino acids [26,31]. In addition, *CG8147*, which is the gene that is the most highly induced in head tissues of mated females, also encodes a product involved in metabolic processes and has predicted alkaline phosphatase activity [31].

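Lsp2, a storage protein that holds amino acids, fell by 4.21 (SD 0.43, n = 3 on the log2 scale, SE 0.23, adjusted p = 0.0186 from limma), 18.5-fold, on all 3 arrays with a value. Lsp1beta, another storage protein, was 12.1-fold lower, at -3.60 ± 0.89 (SD, n = 3, SE 0.36), with adjusted p = 0.146 from limma. Obp99b, an odorant-binding protein made by the fat body, was at -2.44 ± 1.04 (SD, n = 3) (0.207) and Mtp, which loads lipid onto lipoproteins, at -1.06 ± 0.02 (SD, n = 3) (0.227). All 12 measured fat body genes were lower, 10 at an unadjusted p under 0.05. Of these 1, Lsp2, passed over all probes as fitted and 10 passed when adjusted over the list alone. Since 8 of the 12 are in the study's list for 24 h, the last count is no separate evidence. With a dye term Lsp1beta (adjusted p = 0.00319 from limma), Obp99b (0.0469), Mtp (0.0469) and fit (0.0200) passed too. With all 20 arrays in one fit these 4 genes passed at 0.000246, 0.0138, 0.0245 and 0.000246. The adjusted p of Lsp2 was 0.183 with arrays scaled to one spread, and that of Lsp1beta 0.0152 without replicate 1.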

### Genes with lower expression in females 24 hours after mating

Analyses of the gene ontologies of the 77 repressed genes supports the reduced expression of metabolic genes post-mating. Nearly all of the 115 biological process categories significantly overrepresented are metabolic categories (Additional file 1). Furthermore, 19 genes were also identified in studies examining gene expression after 24 hours of starvation [identified using Flymine [33,45]]. These analyses support the idea that in head tissues a shift in metabolic state, nutrient utilization, and storage is involved with the post-mating response as early as 24 hours post-mating.

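Lower genes at 24 h included enzymes of amino acid and one-carbon metabolism, the pentose phosphate shunt and purine synthesis. In amino acid metabolism aay, the phosphatase that completes serine synthesis, had a log2 ratio of -1.46 ± 0.22 (SD, n = 3), pug, an enzyme of tetrahydrofolate, -1.31 ± 0.12 (SD, n = 3), Got2, an aspartate aminotransferase, -1.14 ± 0.08 (SD, n = 3) and Oat, which breaks down ornithine, -1.50 ± 0.57 (SD, n = 3), with adjusted p of 0.153, 0.153, 0.185 and 0.247 from limma. Of 13 measured members 12 were lower, 10 of them at an unadjusted p under 0.05, and 1 of 1 higher members reached it. In the pentose phosphate shunt Tal, transaldolase, was at -1.17 ± 0.33 (SD, n = 2) and Pgd, 6-phosphogluconate dehydrogenase, at -0.92 ± 0.47 (SD, n = 3), and Men, malic enzyme, another source of NADPH, was at -1.17 ± 0.00 (SD, n = 2); all 5 measured genes of the shunt and NADPH supply were lower at an unadjusted p under 0.05. In purine synthesis Prat2 was at -1.18 ± 0.14 (SD, n = 3), ade3 at -1.25, -0.19, -1.28 and -1.26 on replicates 1 to 4 and CG11089, which acts in its last steps, at -1.30 ± 0.21 (SD, n = 3), 3 of 4 at an unadjusted p under 0.05. No gene of the 3 lists passed over all probes with limma, and 11, 5 and 3 passed when adjusted over the list alone. The study's list for 24 h, chosen for a low p, holds 11, 5 and 3 of their members. The last counts are therefore no separate evidence. With a dye term aay, pug, Got2, Oat, Pgd, Prat2 and CG11089 passed over all probes (adjusted p = 0.0167 to 0.0483 from limma), and with all 20 arrays in one fit aay, pug, Got2, Oat, Tal, Prat2 and CG11089 (7.07e-05 to 0.0324). From the lower expression of metabolic genes, and from their overlap with genes of starvation, the paper proposes that a shift in metabolic state, nutrient use and storage is part of the response by 24 h.

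**Figure D3:**
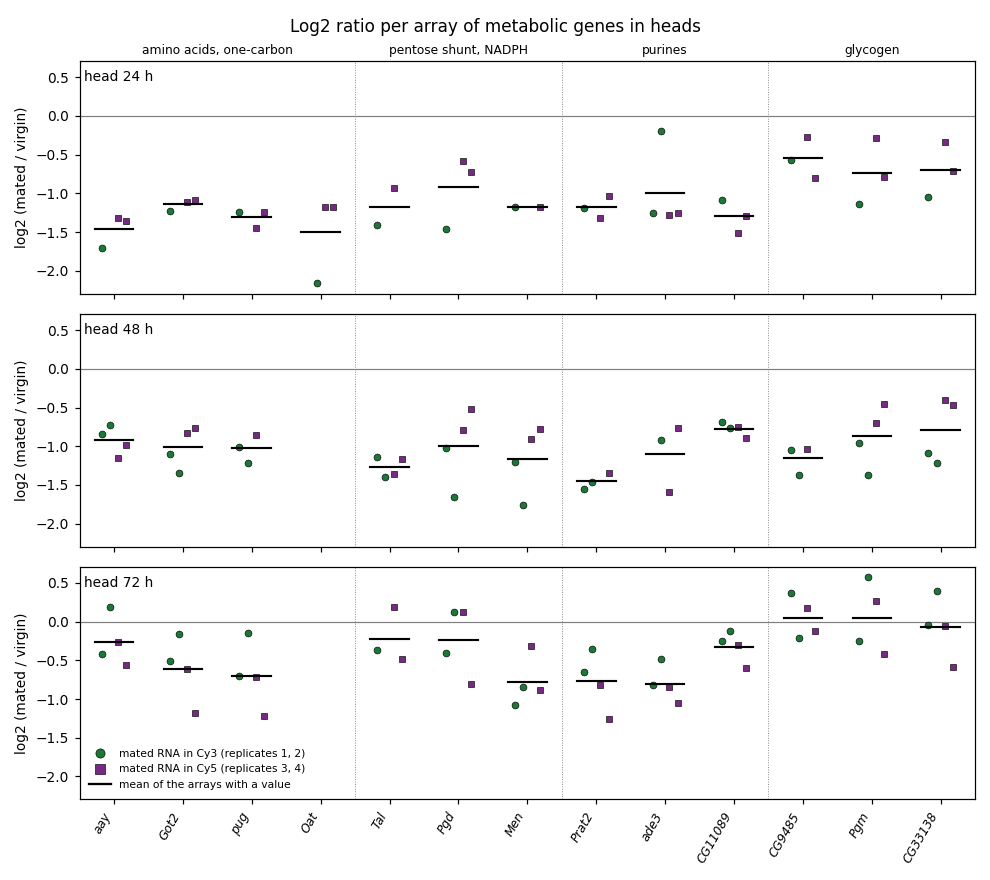
Log2 ratio of mated over virgin (y axis) of 13 genes of amino acid, pentose phosphate, purine and glycogen metabolism (x axis) on each array at 24, 48 and 72 h in heads. Circles are arrays with mated RNA in Cy3, squares in Cy5 and lines means; at 24 h every mean lies below 0.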

As validation of the experimental approach, 57 of the 77 genes repressed in head tissues at the 24-hour post-mating stage have been identified as highly expressed in the adult head (identified using Flymine [33]), by studies that examined tissue-specific gene expression [46]. Sixty of the 77 genes were identified as expressed in the adult fat body, suggesting that they are also likely expressed in the head fat body in this study. Many of the 77 genes are expressed in both mated and virgin spermatheca female tissues (51 and 60 genes, respectively). This latter observation can be reconciled by the fact that both the head and spermatheca tissues either contain or are closely associated with fat body tissue. Genes that function in the nervous system were also identified, including 12 genes expressed in the brain and 11 genes expressed in the ventral nerve cord.

### Genes with higher expression in females 24 hours after mating

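Rh4, a photoreceptor opsin sensitive to ultraviolet light, had a log2 ratio of 1.42 ± 0.17 (SD, n = 2) at 24 h, and Rh5, a blue-sensitive opsin, one of 0.74 ± 0.22 (SD, n = 3). retinin, a protein of the corneal lens, was at 1.65 ± 0.91 (SD, n = 3) and trpl, a cation channel of phototransduction, at 1.09 ± 0.35 (SD, n = 3). The adjusted p values from limma were 0.333, 0.446, 0.335 and 0.32. These were the 4 measured genes of the photoreceptor and eye list. All were higher at an unadjusted p under 0.05, none passed over all probes as fitted and 4 passed when adjusted over the list alone. All 4 have names from the study's list for 24 h, chosen for a low p, so the last count is no separate evidence. Rh4 had values on replicates 3 and 4 only. With a dye term retinin passed over all probes (adjusted p = 0.0425 from limma). With all 20 arrays in one fit Rh4 (0.0171), trpl (0.0230) and retinin (0.0290) did.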

Surprisingly, of the 23 genes with higher expression in mated females, 11 genes have enriched expression in the adult eye [46], or are known to function in visual transduction (include *rhodopsin 4, rhodopsin 5, retinin *and *trp-like*). This suggests that changes in the visual transduction system may accompany aspects of the post-mating response, which is an unexpected observation. It is also possible that the products of these genes have roles in other head tissues and that the change in their expression may not affect visual transduction, but rather, other physiological processes. Finally, the increased expression of these genes may reflect a change post-mating in the relative abundance of eye tissue, as compared to other head tissues, like the fat body. Our observation that there is a substantial repression of gene expression in the fat body post-mating may reflect that there is a decrease in fat body tissue in the head post-mating. Given the way microarray data are normalized, this could result in an apparent increase in expression of genes in other tissues, like the eye.

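Muscle and neuronal genes that could be named stayed closer to 0 at 24 h than the eye genes. All 4 eye genes have names from the study's list for 24 h, chosen for a low p. The muscle and neuronal genes are not in that list, so the contrast is no independent evidence on the share of tissues. The muscle genes Act57B, an actin, and Tm1, a tropomyosin, were at 0.26 ± 0.09 (SD, n = 3) and 0.19 ± 0.38 (SD, n = 3), and the neuronal genes cac, a calcium channel, and cpx, complexin, at -0.40 ± 0.48 (SD, n = 2) and -0.13 ± 0.56 (SD, n = 3). None of these 4 genes reached an unadjusted p under 0.05, and none passed the adjusted test from limma (adjusted p = 0.745 to 0.908). The sign of Tm1 turned without replicate 3 (-0.02) and that of cpx without replicate 3 (0.07) or with a dye term (0.03). The blood cell gene nimB4 was higher on 4 of 4 arrays, at 0.41 ± 0.11 (SD, n = 4), with unadjusted p = 0.0309 and adjusted p = 0.568 from limma.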

### Gene expression in head tissues 48-hours post-mating

Of the top 100 FDR ranked genes, 75 genes are repressed and 25 genes are induced 48 hours post-mating (Table 4 and Additional file 1 and 2). Of these 100 genes, 39 repressed and 14 induced genes show at least two-fold differences in expression (Table 3 and Additional file 1 and 2).

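Among probes that changed at 48 h, the serine peptidases CG9676 and CG7829 rose, with log2 ratios of 2.74 ± 0.47 (SD, n = 4) and 1.87 ± 0.52 (SD, n = 4), as did CG34324 at 2.41 ± 0.32 (SD, n = 2) and CG8343 at 1.81 ± 0.44 (SD, n = 4). CG10814 fell by 2.72 (SD 0.89, n = 4) on the log2 scale, CG10962 decreased by 2.43 (SD 0.20, n = 2), CG3699 dropped by 2.03 (SD 0.25, n = 3) and CG32444 fell by 2.01 (SD 0.15, n = 4). Their adjusted p values from limma were 0.000391, 0.00295, 0.00456 and 0.00266 for those that rose and 0.00306, 0.00384, 0.00266 and 0.000383 for those that fell. Of the 100 lowest p 78 probes were lower and 22 higher, 39 and 12 of them by at least 2-fold. The calls of CG10814, CG3699 and CG7829 were lost without replicate 3 (adjusted p = 0.0841, 0.0639 and 0.0726 from limma), the array with the fewest values, and that of CG34324 when all 20 arrays shared one fit (0.167).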

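At 48 h Lsp2 fell by 4.05 (SD 0.62, n = 4) on the log2 scale and Lsp1beta dropped by 3.19 (SD 0.56, n = 4), which are 16.6-fold and 9.1-fold, with adjusted p = 0.000274 and 0.000383 from limma. takeout, a secreted protein of the fat body, fell by 1.51 (SD 0.25, n = 4), and of the odorant-binding proteins Obp99a fell by 2.01 (SD 0.52, n = 4) and Obp99b dropped by 3.18 (SD 0.58, n = 2), with adjusted p = 0.00266, 0.00266 and 0.00333 from limma. The insulin-responsive alpha-glucosidase CG11909 fell by 2.30 (SD 0.43, n = 4, adjusted p = 0.000838 from limma). All 12 measured fat body genes were lower, 8 past the adjusted test over all probes and 11 when adjusted over the list alone. The last count is no separate evidence, since 8 of the 12 are in the study's list for 48 h. The calls of Lsp2, Lsp1beta, takeout, Obp99a and CG11909 passed without any 1 array; Obp99b, with values on replicates 2 and 4 only, could not be tested without either of these.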

The genes *Lsp2 *and *Lsp1beta*, which encode nutrient reservoirs, are again among the most strongly repressed genes in head tissues of mated females (Table 3), as are *takeout (to; *2.86 FC; FDR rank 7), and *Odorant binding proteins 99a *(*Obp99a*; 4.02 FC; FDR rank 9) and *Obp99b *(9.09 FC; FDR rank 17; Table 3).

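takeout had a log2 ratio of -0.90 ± 0.45 (SD, n = 3, SE 0.24) at 24 h, lower on all 3 arrays with a value (adjusted p = 0.446 from limma). At 72 h it fell by 2.06 (SD 0.52, n = 3, adjusted p = 0.013 from limma), 4.18-fold. Without replicate 4 the adjusted p at 72 h was 0.0791.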

*to *expression is also repressed in adult head tissues in response to mating at 24 and 72 hours post-mating. This result is consistent with the previous finding that the *to *encoded product, which is highly expressed in the adult fat body, is more abundant in the hemolymph of males than in females [25]. *to *has previously been shown to function in the behavioral response to starvation, adult feeding behavior, male courtship behavior, and *to *expression is under circadian regulation [25,47-51]. The results presented here suggest another behavioral and physiological role for *to *in the female post-mating response.

In contrast to the results presented here, *Obp99a *was found to be more highly expressed in mated females at two time points (1-3 hours and 12 hours post-mating; [19]), when the whole animal was assayed, supporting the idea that different tissues have different gene expression responses post-mating. It has been shown in one study that *Obp99b *has substantial male-biased expression in head tissues [39], however in our previous study we observed no significant sex-biased expression in head tissues [24]. Also, *Obp99b *is up-regulated in males that have courted females [29], is higher in *fruitless *mutant males that display very reduced courtship behaviors (2.56 FC; FDR rank 4; [24]), and is down-regulated in males that have been starved [32]. In females, ectopic expression of *Obp99b *leads to reduced virgin female receptivity and copulation frequency [39]. Taken together, this suggests that expression of *Obp99b *is sensitive to and perhaps influences nutrient status and reproductive status in both males and females.

### Genes with lower expression in females 48 hours after mating

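Among metabolic genes at 48 h the serine enzyme aay fell by 0.92 (SD 0.18, n = 4) on the log2 scale, Got2 dropped by 1.01 (SD 0.27, n = 4) and pug decreased by 1.02 (SD 0.18, n = 3). Tal fell by 1.27 (SD 0.13, n = 4), Pgd dropped by 1.00 (SD 0.49, n = 4) and Prat2 decreased by 1.45 (SD 0.10, n = 3). Their adjusted p values from limma were 0.0139, 0.0139, 0.026, 0.00285, 0.0412 and 0.00456. Of the 76 genes lower in the study's list at 24 h and found on the arrays, 58 could be tested at 48 h under the same name; 56 of them were lower, 53 at an unadjusted p under 0.05 and 39 past the adjusted test. Of these 44 are also in the study's list for 48 h, from which some have their name there; of the 14 that are not in it, 12 were lower and 2 higher (median log2 ratio -0.55). Without replicate 3 the calls of Tal (adjusted p = 0.0558 from limma), Got2 (0.110), aay (0.133), pug (0.174) and Pgd (0.196) were lost, and without replicate 1 those of Prat2 (0.0823), aay (0.0960), Got2 (0.111), pug (0.193) and Pgd (0.212). pug and Pgd also missed the threshold without replicate 2 (0.0666 and 0.0556). Among all probes of the experiment 11 lower ones passed without replicate 3, against 59 as fitted, so the count of 39 depends on that array.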

Of the 75 genes that are repressed 48 hours after mating, 44 were also repressed 24 hours after mating and include many of the genes involved in metabolism [identified using Flymine [33]]. The remaining 31 repressed genes at 48 hours, but not at 24 hours, are enriched with genes whose products are involved in glycogen and glucan metabolism and biosynthesis (*p *< 0.0001, two genes). This suggests that the timing of aspects of the metabolic shift observed post-mating depends on the biosynthetic pathway. 

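Of the measured glycogen genes, CG9485, the debranching enzyme, and Pgm, phosphoglucomutase, fell at 48 h, to log2 ratios of -1.15 ± 0.19 (SD, n = 3) and -0.87 ± 0.40 (SD, n = 4), with adjusted p = 0.0173 and 0.0455 from limma. CG33138, the branching enzyme, was at -0.79 ± 0.42 (SD, n = 4) (adjusted p = 0.0705 from limma). Adjusted over the list alone 3 of 3 passed, which is no separate evidence since all 3 are in the study's list for 48 h. At 24 h the same genes were at -0.55 ± 0.27 (SD, n = 3), -0.74 ± 0.43 (SD, n = 3) and -0.70 ± 0.35 (SD, n = 3), each at an unadjusted p under 0.05, 0 of 3 past the adjusted test from limma and 3 of 3 when adjusted over the list alone. No gene differed between 48 h and 24 h by limma's test of the difference. At 72 h CG9485 was at 0.05 ± 0.27 (SD, n = 4), 1.20 above its value at 48 h on the log2 scale (SE 0.20, adjusted p = 0.0171 from limma); without replicate 2 or 3, or with arrays scaled to one spread, no gene passed the test of this difference. The calls of CG9485 and Pgm at 48 h were lost without replicate 1 (adjusted p = 0.128 and 0.215 from limma), 2 (0.0501 and 0.0824) or 3 (0.158 and 0.205). From the glycogen genes listed at 48 h and not at 24 h the paper proposes that the timing of parts of the metabolic shift depends on the pathway.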

Additional repressed genes in mated females at 48 but not at 24 hours include *Obp99a *and *Neuropeptide-like precursor 3 *(*Nplp3; *2.13 FC; FDR rank 49), which in contrast to this study, was induced post-mating when whole animal tissues were examined [19]

### Genes with higher expression in females 48 hours after mating

Of the 25 genes induced in mated head tissues at 48 hours, six were also induced at 24 hours and include genes encoding metabolic enzymes. The 19 remaining genes include seven genes that are expressed in the nervous system *(fruitless, Regulator of G-protein signaling 7, out at first, CG8745, Crk, CG11425*, and *CG11347)*, as assessed using Flyatlas data [46]. 

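CG8745 rose by a log2 ratio of 1.57 ± 0.59 (SD, n = 4) and RSG7, a regulator of G-protein signalling, by 0.88 ± 0.13 (SD, n = 3), with adjusted p = 0.00968 and 0.0425 from limma. oaf was at 0.58 ± 0.06 (SD, n = 4), the adaptor protein Crk at 1.08 ± 0.00 (SD, n = 2), CG11425 at 0.94 ± 0.54 (SD, n = 4) and CG11347 at 0.77 ± 0.31 (SD, n = 4), with adjusted p = 0.0664, 0.0656, 0.0632 and 0.0501 from limma. Nplp3, a neuropeptide-like precursor, fell by 1.09 (SD 0.26, n = 3, adjusted p = 0.026 from limma). fruitless could not be matched to a probe. Without replicate 3 the calls of CG8745 (adjusted p = 0.140 from limma), RSG7 (0.231) and Nplp3 (0.0971) were lost, RSG7 and Nplp3 also without replicate 1 (0.215 and 0.177) and RSG7 without replicate 2 (0.0904), whereas Crk (0.0252) and CG11347 (0.0266) passed without replicate 4 and CG11425 (0.0319) without replicate 2.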

Overall, the gene expression changes observed at 24- and 48-hours post-mating are similar, however, more genes with known expression in the CNS are induced at 48 hours.

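Log2 ratios at 24 and 48 h correlated at Pearson's r = 0.72 and Spearman's rho = 0.52 across 1026 probes with at least 3 values at each time; probes are not independent replicates. Of 1621 probes tested for a difference, 0 passed an adjusted p under 0.05 from limma and 113 reached an unadjusted p under 0.05. Of the nucleolar genes Nop56 was 0.86 lower on the log2 scale at 48 h than at 24 h (adjusted p = 0.509 from limma) and dm 0.20 lower, and nop5 and Nop60B were each 0.08 higher.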

### Gene expression in head tissues 72-hours post-mating

Of the top 100 FDR ranked genes, 69 genes are repressed and 31 genes are induced 72 hours post-mating (Table 4 and Additional file 1 and 2). Of these 100 genes, 18 repressed and 8 induced genes show at least two-fold differences in expression (Table 3 and Additional file 1). 

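CG10814 fell by 2.98 (SD 0.85, n = 4, adjusted p = 0.00858 from limma) on the log2 scale and CG10962 dropped by 1.40 (SD 0.12, n = 3, adjusted p = 0.0121 from limma). Also lower were Cyp309a1, a cytochrome P450, at -1.71 ± 0.43 (SD, n = 2) and Las, lipoic acid synthase, at -1.64 ± 0.35 (SD, n = 2), with adjusted p = 0.0603 and 0.0603 from limma. Higher were Bc, a prophenoloxidase of crystal cells, at 1.81 ± 0.47 (SD, n = 2), CG32523 at 1.23 ± 0.33 (SD, n = 3), CG8112 at 1.12 ± 0.16 (SD, n = 2), CG8654 at 1.08 ± 0.65 (SD, n = 4) and CG9676 at 0.95 ± 0.20 (SD, n = 3), with adjusted p from 0.0603 to 0.157 from limma. Of the 100 lowest p 67 probes were lower and 33 higher, 16 and 8 of them by at least 2-fold. The call of CG10962 was lost without replicate 1 (adjusted p = 0.0823 from limma) or 3 (0.0525), and Cyp309a1, CG32523 and Las each passed at 0.0210 without replicate 2, Las and Bc also without replicate 1 (0.0493 and 0.0465). CG10814 was at an adjusted p of 0.0617 over the probes with values on all 4 arrays.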

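Of 1621 probes tested for a difference between 72 and 48 h, 4 passed an adjusted p under 0.05 from limma, and all lay closer to 0 at 72 h. Lsp2 was 2.69 higher on the log2 scale (SE 0.52, adjusted p = 0.0308 from limma) and CG8343 differed by -1.32 (SE 0.25, 0.0283). CG10516 was 1.44 higher (SE 0.23, 0.0171) and CG9485, the glycogen debranching enzyme, also moved toward 0. The number was 1 without replicate 1, 0 without replicate 2 or 3, 2 without replicate 4, 0 with arrays scaled to one spread and 1 with values required on all 4 arrays; 133 probes reached an unadjusted p under 0.05. Across 2185 probes the ratios at both times correlated at r = 0.50.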

The observation that there are fewer genes with robust differences in expression at 72 hours (FC >2), as compared to 24 and 48 hours, suggests that mating-induced transcriptional changes begin to diminish in magnitude after 48 hours.

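At 72 h Obp99b fell by 2.50 (SD 0.57, n = 3) on the log2 scale, 5.65-fold, with adjusted p = 0.00858 from limma. Lsp2 was at -1.37 ± 0.98 (SD, n = 4) and Obp99a at -1.21 ± 0.68 (SD, n = 4), lower on 4 of 4 arrays, with adjusted p = 0.194 and 0.134 from limma. Lsp1beta was at 0.16 ± 1.12 (SD, n = 3) (adjusted p = 0.926 from limma), with a sign that turned without replicate 2 (-0.08) or 3 (-0.24). Of 13 measured fat body genes 11 were lower, 2 past the adjusted test (Obp99b and takeout) and 8 when adjusted over the list alone. With 6 of the 13 in the study's list for 72 h, the last count is no separate evidence. Without replicate 4 the adjusted p of Obp99b was 0.0899, and without replicate 3 that of Obp99a was 0.0204. Obp99a could not be followed to 24 h, where its probe lies on a part of the array printed with another layout.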

The genes *Lsp2*, *to*, *Obp99a*, and *Obp99b *are again among the most repressed genes, as they were at 24 hours (Table 3). *CG3348 *is the most highly induced gene at 72 hours in mated head tissue (~ six-fold change) and was among the most highly induced genes at 24- and 48-hours post-mating. 

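CG3348, whose product has a predicted chitin-binding domain, rose at 72 h by a log2 ratio of 2.55 ± 0.56 (SD, n = 3, SE 0.21), 5.84-fold and higher on all 3 arrays (adjusted p = 0.00858 from limma). At 48 h it rose by 1.55 ± 0.63 (SD, n = 4, SE 0.23) on 4 arrays (adjusted p = 0.0131 from limma), a call lost without replicate 3 (0.140). At 0-2 h it was at 0.82 ± 0.98 (SD, n = 4), higher on 2 arrays and lower on 2 (adjusted p = 0.76 from limma). With a dye term it passed there (adjusted p = 0.00250 from limma) although its arrays lay on both sides of 0.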

*CG3348 *encodes a product predicted to be involved in chitin metabolism [31], which suggests that changes in the regulation of cuticle synthesis underlie aspects of the female post-mating response, perhaps including the cuticle that forms the head capsule or the cuticle that is part of the adult trachea, the fly respiratory system. *CG3348 *was also shown to have greater than two-fold up-regulated expression in mated females, which is induced by sperm transfer in the absence of Acps [20].

### Genes with lower expression in females 72 hours after mating

Of the 69 genes that were repressed 72 hours post-mating, 19 were also repressed at 48 hours post-mating and include genes involved in metabolism. 

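Genes lower at both times included CG10814, CG10962, Obp99a, Obp99b, takeout, Lsp2, Prat2, pug and Got1, and genes higher at both included CG3348, CG8147, CG9676 and CG8343. The 2958 probes tested at both times include a printed plate whose filled cells did not match between the times. Of these probes 99 and 64 were among the 100 lowest p from limma. Of these 28 were shared, 19 lower and 9 higher, with 2.14 expected of independent lists (one-sided exact hypergeometric test, p = 3.84e-26). Here too probes are not independent replicates, and the p is no measure over flies. The overlap was 18 without replicate 4 and 3 with a one-sample Student's test. All 42 genes that were lower in the study's list at 72 h and measured at 48 h under the same name were lower there, 35 of them at an unadjusted p under 0.05 and 18 past the adjusted test; 23 of the 42 are not in the study's list for 48 h (median log2 ratio -0.46).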

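Diptericin (Dpt), an antibacterial peptide, had a log2 ratio of -1.24 ± 0.63 (SD, n = 4) at 72 h, attacin C (AttC) -0.96 ± 0.70 (SD, n = 4) and cecropin C (CecC) -0.96 ± 0.37 (SD, n = 2), with adjusted p = 0.122, 0.225 and 0.196 from limma. PGRP-SC2, a peptidoglycan recognition protein that degrades bacterial cell wall, was at -1.10 ± 0.53 (SD, n = 3) (adjusted p = 0.137 from limma). Of 9 measured antimicrobial peptide genes 6 were lower, 5 of them at an unadjusted p under 0.05, 0 passed over all probes with limma and 3 passed when adjusted over the list alone. Since 3 of the 9 are in the study's list for 72 h, the last count is no separate evidence. Dpt was lower on 4 of 4 arrays, and its adjusted p was 0.0210 without replicate 2.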

The remaining 50 genes that are repressed post-mating are enriched for those involved in immune response function (antibacterial humoral response; *p *< 0.0008; three genes; Additional file 1). Several genes involved in lipid metabolism are repressed at this stage (*brummer*, *doppelganger von brummer*, *secretory Phospholipase A2*). 

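bmm, the triglyceride lipase brummer, had a log2 ratio of -0.70 ± 0.29 (SD, n = 4), its paralog dob -0.57 ± 0.25 (SD, n = 3) and the phospholipase sPLA2 -0.62 ± 0.35 (SD, n = 4), with adjusted p = 0.137, 0.288 and 0.208 from limma. Of 7 measured genes of lipid metabolism 6 were lower, 4 of them at an unadjusted p under 0.05. The higher gene, Hmgs, hydroxymethylglutaryl-CoA synthase, was at 0.51 ± 0.11 (SD, n = 4). No gene of the list passed over all probes, and 5 passed when adjusted over the list alone. The latter is no separate evidence, as 5 of the 7 are in the study's list for 72 h. bmm passed at 0.0494 without replicate 2, and for sPLA2 replicate 3 stood apart at -1.14 from -0.50 to -0.41 on the other arrays.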

The observation that *Insulin-like peptide 5 *(1.51 FC; FDR rank 62) is in this gene set suggests that the metabolic state of head tissues is transmitted systemically to elicit responses in different tissues, as has been shown for *Insulin like peptides *produced in the head that influence egg production [52].

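Ilp5, an insulin-like peptide made by neurosecretory cells of the brain, had a log2 ratio of -0.59 ± 0.09 (SD, n = 3, SE 0.13), 1.51-fold lower on all 3 arrays with a value (adjusted p = 0.194 from limma, unadjusted p = 0.00188). The insulin-responsive CG11909 was at -1.29 ± 0.77 (SD, n = 4) (adjusted p = 0.137 from limma). From the presence of Ilp5 among the lower genes the paper proposes that the metabolic state of the head is transmitted to other tissues.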

### Genes with higher expression in females 72 hours after mating

Of the 31 genes induced 72 hours post-mating, eight were also more abundant at 48 hours. The remaining 23 include *sugarbabe *(1.49 FC; FDR rank 42), a zinc-finger transcription factor that is induced in fat body and gut tissues in response to sugar [45], suggesting that sugar levels are higher in head tissues at 72-hours post-mating than at earlier times [45].

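sug, a zinc-finger factor that responds to dietary sugar, had a log2 ratio of 0.58 ± 0.23 (SD, n = 4, SE 0.12), 1.49-fold higher on 4 of 4 arrays, with adjusted p = 0.172 from limma and unadjusted p = 0.00119. The 3 measured genes of insulin and nutrient signalling, sug, Ilp5 and CG11909, all reached an unadjusted p under 0.05 and passed when adjusted over the list alone, which is no separate evidence since all have names from the study's own list for 72 h, and none passed over all probes.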

### Gene expression in dissected brain tissue 24-hours post-mating

To more specifically identify genes that play a role in the CNS to mediate post-mating behavioral changes, gene expression analyses were performed on dissected brain tissues 24 hours post-mating. 

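Brains were compared on 4 arrays, each with its own samples of 20 dissected brains of mated and of virgin females at 24 h. Their RNA was amplified with T7 RNA polymerase before labelling, which the RNA of heads was not. Each array held values for 5840 to 6399 probes (median 6186), and 6498 probes with at least 2 values were tested in the same way as those of heads. Of these 149 (2.29%) had values in 1 dye orientation only. Arrays of the same orientation correlated across probes at r = 0.59 to 0.64, and arrays of opposite orientation at -0.39 to -0.22. The mean log2 ratios of brains correlated across probes at r = 0.30, 0.23 and 0.35 with the part of the head values at 0-2, 24 and 48 h that turns with the dye. With that part of the head values at 72 h r was -0.17. The mean ratios of brains, used below, may therefore hold a part linked to the dye. Tissue and amplification changed together, so a difference between brain and head cannot be told apart from one between labelling methods.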

Of the top 100 FDR ranked genes, 28 genes are repressed and 72 genes are induced in brain tissue 24 hours after mating. Of these 100 genes, five repressed and 20 induced genes show at least two-fold differences in expression (Table 2 and Additional file 1).

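Higher in brains of mated females were TotC, a stress-induced secreted protein, at a log2 ratio of 2.25 ± 0.38 (SD, n = 3), CG3348 at 1.49 ± 0.10 (SD, n = 4), CG18131 at 1.22 ± 0.79 (SD, n = 4) and CG13641 at 1.18 ± 0.17 (SD, n = 4). Lower were Fili at -1.39 ± 1.08 (SD, n = 3), CkIIbeta, the regulatory subunit of casein kinase II, at -0.85 ± 0.63 (SD, n = 4) and CG31847 at -0.75 ± 0.43 (SD, n = 4). The lowest adjusted p of the experiment was 0.104 from limma, that of CG3348, followed by 0.114 for TotC and 0.162 for CG13641. No probe passed the adjusted test with limma. With a term for dye orientation 6 probes passed it, and with all 20 arrays in one fit 3. An unadjusted p under 0.05 was reached by 368 probes (152 lower, 216 higher), 1.13 times the number at a nominal rate of 5%. The direction turned without replicate 2 (226 lower, 166 higher) and with a dye term (558 and 474). Without replicate 1 it was 110 lower and 113 higher of 6313 probes. On simulated arrays 5.30% of unchanged probes passed without a dye bias and 2.56% with one. Of the 100 lowest p 27 were lower and 73 higher, 4 and 19 of them by at least 2-fold.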

### Genes with lower expression in CNS tissues of females 24 hours after mating

Of the 28 genes that are repressed in dissected brain tissues 24 hours post-mating, only one gene, *Obp99b*, was also identified as repressed in whole head tissues 24 hours post-mating. This suggests that microarray experiments performed with RNA from whole head tissues lack the sensitivity to detect many gene expression changes in brain tissues. 

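Obp99b had a log2 ratio of -0.90 ± 0.68 (SD, n = 4, SE 0.26) in the brain, with adjusted p = 0.874 from limma. The other fat body genes were closer to 0, with Lsp2 at -0.66 ± 1.02 (SD, n = 4), Lsp1beta at -0.88 ± 1.72 (SD, n = 4), takeout at -0.31 ± 0.30 (SD, n = 3), Obp99a at -0.24 ± 0.76 (SD, n = 4) and fit at -0.06 ± 0.44 (SD, n = 4); the sign of Obp99a turned without replicate 2 (0.12) and that of fit without replicate 3 (0.11). Of 13 measured fat body genes 10 were lower, 1 lower and 1 higher at an unadjusted p under 0.05, and 0 passed with limma over all probes or when adjusted over the list alone. Of the study's genes lower in the brain 11 were measured in heads at 24 h under the same name, and 7 of them were lower there. Lsp2 differed between brain and head at 24 h by 3.54 on the log2 scale (SE 0.48) and aay by 1.77 (SE 0.27), each with adjusted p = 0.0314 from limma. No gene differed without replicate 1 or 4 or with arrays scaled to one spread, 1 did without replicate 3, 11 without replicate 2, 21 with a dye term and 39 with a replicate block, against 5 as fitted.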

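Shaker (Sh), a voltage-gated potassium channel, had a log2 ratio of -0.97 ± 0.12 (SD, n = 2, SE 0.25) in the brain, 1.96-fold lower, with values on replicates 1 and 3. The adjusted p was 0.874 from limma and the unadjusted p 0.00926.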

Twenty-two of the 28 genes have previously been shown to be expressed in brain tissues [46], validating the experimental approach. *shaker*, a voltage-gated cation channel, is among the genes that show the most substantial repression post-mating (2 FC; FDR rank 45). Five of the 28 genes have ion channel activity (*pHCl, shaker, cacophony, Ca*^*2+*^*-channel-protein-beta-subunit, tipE homolog 1*), suggesting that regulation of these genes is involved in the post-mating behavioral response. In addition, four of the 28 genes encode products with mRNA binding activity (*bruno-3, hephaestus, orb2, RNA-binding protein 6*), two encode products with axon guidance activity (*smooth, Protein tyrosine phosphatase 99A*) and one encodes a product with neurotransmitter transport activity (*complexin*) [31]. 

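The chloride channel pHCl had a log2 ratio of -1.01 ± 0.21 (SD, n = 2), cacophony (cac), the calcium channel of synaptic release, -0.71 ± 0.13 (SD, n = 4), its auxiliary subunit Ca-beta -0.54 ± 0.28 (SD, n = 4) and Teh1, an auxiliary subunit of the sodium channel, -0.54 ± 0.19 (SD, n = 4). With Sh these were the 5 measured genes of the ion channel list, all lower on every array with a value. Each reached an unadjusted p under 0.05, none passed over all probes (adjusted p = 0.874 for cac from limma) and 5 passed when adjusted over the list alone. All 5 have names from the study's list for the brain, chosen for a low p, so the last count is no separate evidence. In the same brains the 3 measured muscle genes were higher (median log2 ratio 0.79) and so were 3 of 4 eye genes (median 0.68). Each of these 6 reached an unadjusted p under 0.05. All 3 muscle genes and 3 of the 4 eye genes are in the study's list for the brain too, so this is no separate evidence either. From the 5 ion channel genes among the lower genes the paper proposes that their regulation takes part in the behavioral response after mating.

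**Figure D4:**
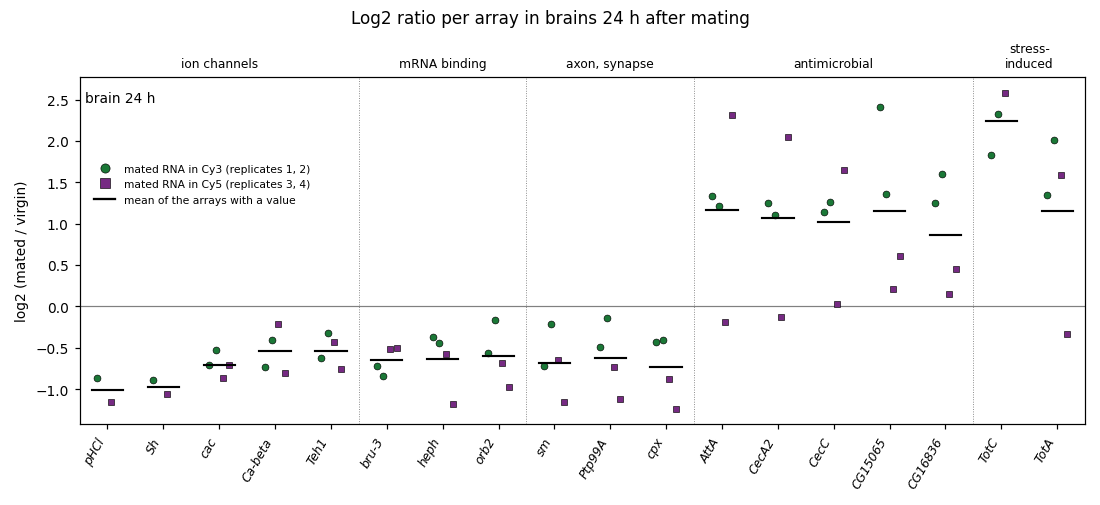
Log2 ratio of mated over virgin (y axis) of genes of ion channels, mRNA binding, axon and synapse, antimicrobial defence and stress response (x axis) on each array of brains at 24 h. Circles are arrays with mated RNA in Cy3, squares in Cy5 and lines means; the points of the first 3 groups lie below 0.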

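Of the mRNA-binding genes bru-3 had a log2 ratio of -0.65 ± 0.17 (SD, n = 4), heph, a polypyrimidine tract binding protein, -0.64 ± 0.37 (SD, n = 4) and orb2, which acts in local translation at synapses, -0.60 ± 0.34 (SD, n = 4). smooth (sm), an RNA-binding protein needed for axon guidance, was at -0.69 ± 0.39 (SD, n = 4), the receptor phosphatase Ptp99A at -0.62 ± 0.41 (SD, n = 4) and complexin (cpx), which binds the synaptic fusion complex, at -0.74 ± 0.40 (SD, n = 4). All were lower on 4 of 4 arrays, with adjusted p = 0.874 for cpx and each other gene from limma and unadjusted p from 0.00388 for bru-3 to 0.015 for Ptp99A. cac and cpx were the 2 measured genes of the neuron list.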

A set of critical neurons that respond to SP are not in the brain [12,13], but the gene classes identified here suggest that there are substantial changes in neurophysiology in the brain that may underlie post-mating behavioral changes.

### Genes with higher expression in CNS tissues of females 24 hours after mating

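retinin, a protein of the corneal lens, had a log2 ratio of 0.66 ± 0.29 (SD, n = 4) in the brain. CG3348 and CG8147 were higher there too, as were CG10680 at 0.66 ± 0.20 (SD, n = 4) and CG16836 at 0.86 ± 0.68 (SD, n = 4). No gene among these passed the adjusted test from limma. Of 2499 probes tested in both tissues at 24 h 64 and 45 were among the 100 lowest p. Of these 5 were shared, 4 of them higher in both, with 1.15 expected of independent lists (one-sided exact hypergeometric test, p = 0.00522). Since probes are not independent replicates, this p is no measure over flies. By name 7 genes were shared, among them Nmdmc, an enzyme of one-carbon metabolism, which was higher in the brain at 0.63 ± 0.03 (SD, n = 4) and lower in the head at -1.16 ± 0.53 (SD, n = 3). Leaving out 1 replicate number gave 3 to 6 shared probes. The phototransduction genes rdgA, a diacylglycerol kinase, and Gbeta76C, an eye G-protein subunit, were at 1.03 ± 0.68 (SD, n = 4) and 0.69 ± 0.43 (SD, n = 4), and for rdgA replicate 1 stood apart at 2.04.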

Of the 72 genes that are up-regulated in dissected brain tissues 24 hours post-mating, five genes were also identified as induced in whole head tissues 24 hours after mating; these include *retinin*, which is expressed in the visual system, and four additional genes with various functions (chitin binding, alkaline phosphatase activity and two of unknown function). Additionally, several genes known to be expressed in brain tissues were identified, including those encoding proteins that function in chromatin assembly (*dre4*), mRNA localization (*larsen*) and wingless protein binding (*nimrod B4*), suggesting that several different molecular mechanisms underlie the post-mating response in the brain. 

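dre4, a subunit of the FACT chromatin complex, had a log2 ratio of 1.06 ± 0.24 (SD, n = 2), measured on replicates 3 and 4, and nimB4, a member of the nimrod family of blood cell proteins, one of 0.55 ± 0.30 (SD, n = 4). Their adjusted p values were 0.874 and 0.874 from limma, and the unadjusted p values 0.0074 and 0.0157.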

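Attacin A (AttA) had a log2 ratio of 1.17 ± 1.03 (SD, n = 4) in the brain, CecA2, a cecropin, 1.07 ± 0.90 (SD, n = 4), CecC 1.02 ± 0.70 (SD, n = 4), Dpt 0.74 ± 0.74 (SD, n = 4) and CG15065, an immune-induced peptide, 1.15 ± 0.97 (SD, n = 4). All 9 measured antimicrobial peptide genes were higher, 6 of them at an unadjusted p under 0.05. With limma 0 of the 9 passed over all probes (adjusted p = 0.874 for AttA) and 6 passed when adjusted over the list alone. In the same brains 3 of 3 muscle, 3 of 4 eye and 2 of 2 blood cell genes were higher, 3, 3 and 1 of them at an unadjusted p under 0.05. The study's list for the brain holds 5 of the 9 antimicrobial genes, 3 muscle, 3 eye and 1 blood cell gene. These counts are therefore no separate evidence. TotA, a stress-induced protein related to TotC, was at 1.15 ± 1.03 (SD, n = 4). The arrays spread widely, and AttA, CecA2 and TotA were each lower on 1 of 4 arrays.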

Four genes in this set are also involved in immune function. SP is known to induce the innate immune response [35,53], suggesting that SP or other factors can elicit an immune response in the brain.

### Expression of mating-responsive genes in different tissues

To determine how similar the post-mating response is in different tissues, we compared the 309 genes identified here as having post-mating gene expression changes in head tissues with genes identified in previous studies that examined different tissues or whole animals. Only four genes identified here (*fit*, *CG6910, Lsp1beta*, *psd) *were also identified as differentially expressed in mated versus virgin whole females [19]. Adult reproductive tissues may express a similar group of mating-responsive genes as head tissues, given that many genes identified here as expressed in head tissues are also expressed in spermathecae. Furthermore, eighteen genes identified here were previously identified as differentially expressed in mated and virgin female reproductive tissues (Additional file 3) [22]. In both comparisons noted, whether the gene is induced or repressed varies with the tissue and time point examined.

To determine whether the genes identified here as mating-responsive in female head tissues are also sex-differentially expressed, we compared genes identified in this study with our previous study that identified genes with sex-differential expression in head tissues [24]. Sixteen mating-responsive genes in females were also identified as having significant sex-differential expression. The sex-biased expression does not always conform to what might be expected; for example, a gene that is up-regulated post-mating might be expected to have female-biased expression, but only about half the genes show this pattern (Additional file 3). Therefore, most genes that are induced post-mating at the four times examined here do not show sex-differential expression in adults that are 0-24 hours old, which may also be due to differences in reproductive status and age between the two studies.

## Discussion

We have identified hundreds of genes that change expression post-mating in female head and brain tissues. At the four time points examined, a wide range of genes showed significant differential expression between mated and virgin female head tissues [0-2 (237 genes), 24 (326 genes), 48 (449 genes), and 72 (545 genes) hours post-mating, *P *< 0.05]. The largest functional group of significantly differentially expressed genes encodes products involved in metabolism that are expressed in the fat body. 

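The genes lower at 24 h had no common direction at 0-2 h. Of the 69 measured at both times under the same name, 34 were lower and 35 higher at 0-2 h, 2 and 7 of them at an unadjusted p under 0.05, and 0 passed an adjusted p under 0.05 from limma. Of 1621 probes tested for a difference between 24 and 0-2 h 21 passed the adjusted test. Among them were aay, an enzyme of serine synthesis, at -2.12 on the log2 scale (SE 0.20, adjusted p = 1.26e-05 from limma), and CG10621 at -2.47 (SE 0.32, 0.000465). CG11089 of purine synthesis was at -1.45 (SE 0.20, 0.000691) and alcohol dehydrogenase, Adh, at -1.33 (SE 0.22, 0.00301). The number was 6 without replicate 3, 10 without replicate 4, 12 without replicate 1, 9 with arrays scaled to one spread and 1 with values required on all 4 arrays.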

We observe that many of these genes are repressed starting at 24 hours post-mating, but not at the earlier 0-2 hour post-mating time point. This is likely due to the fact that egg production is energetically costly and females shift from nutrient storage to utilization, as their stores are depleted. For example, *Lsp1beta *and *Lsp2*, which encode amino acid reservoirs [26,31], are among the most highly repressed genes at 24 and 48 hours post-mating, but not at the 0-2 hour post-mating stage. 

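At 0-2 h Lsp1beta had a log2 ratio of 0.73 ± 0.42 (SD, n = 4, SE 0.18), higher on 4 of 4 arrays, and Lsp2 one of 0.96 ± 1.13 (SD, n = 4, SE 0.38), higher on 3 of 4, with adjusted p = 0.639 and 0.751 from limma. With a dye term both passed (adjusted p = 0.0118 for Lsp1beta and 0.00492 for Lsp2 from limma). takeout and Obp99b were at 0.28 ± 0.68 (SD, n = 2) and 0.34 ± 0.69 (SD, n = 3), with adjusted p = 0.939 and 0.914 from limma without that term. Lsp2 differed between 24 h and 0-2 h by -5.16 on the log2 scale (SE 0.56, adjusted p = 4.56e-05 from limma). Of 12 measured fat body genes 6 were lower and 6 higher at 0-2 h, 1 and 3 of them at an unadjusted p under 0.05, and 2 passed when adjusted over the list alone.

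**Figure D5:**
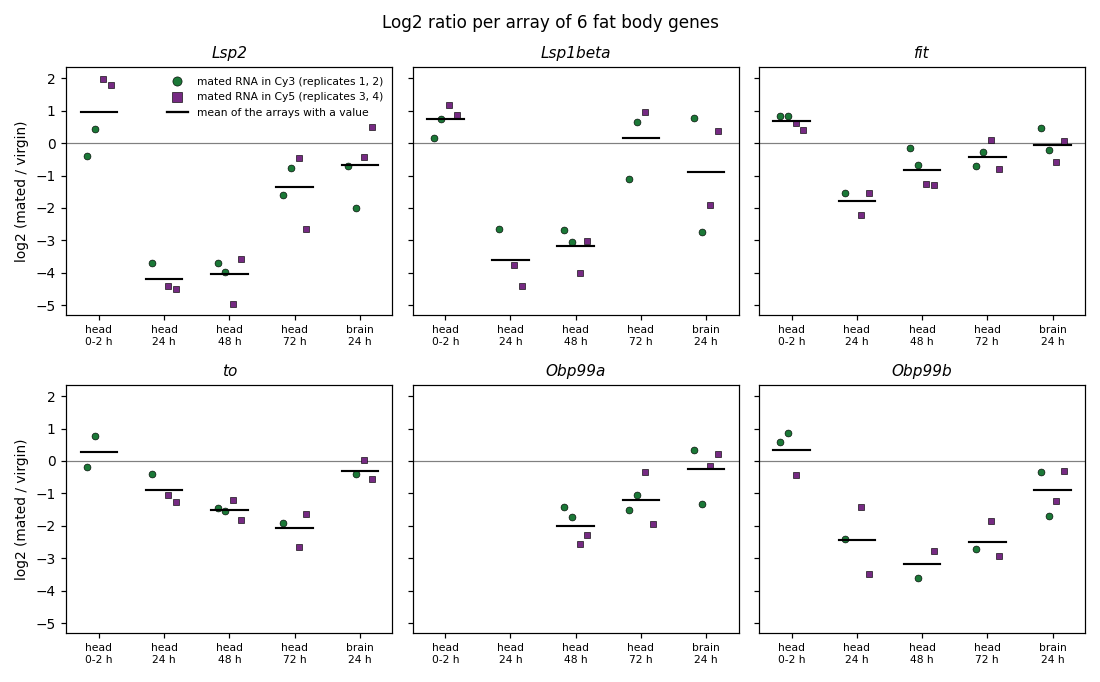
Log2 ratio of mated over virgin (y axis) of Lsp2, Lsp1beta, fit, takeout, Obp99a and Obp99b on each array of the 5 experiments (x axis). Circles are arrays with mated RNA in Cy3, squares in Cy5 and lines means; Lsp2 lies below 0 on every array with a value at 24 and 48 h.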

Given that many of the changes in expression affect genes that encode products involved in metabolism, it is not clear if this is a direct response to receipt of sperm and seminal fluid, or due to social interactions that occur during courtship and mating. It is likely that for many genes the expression changes are secondary responses to the dramatic changes in physiology that occur due to increased egg laying. Additional experiments that assay gene expression changes in females that mate with males that lack sperm or accessory gland proteins will help distinguish between these possibilities, as will assaying gene expression in females that do not produce eggs, and in females that interact with males, but do not copulate.

Furthermore, it is not clear how many of the changes in gene expression in the head direct the female post-mating response, as opposed to being a consequence of changes in reproductive status; this is especially the case for genes with expression in head fat body. Other work has suggested that the head fat body may have additional roles beyond energetic support and might have complex interactions with the nervous system, ultimately influencing sex-specific behaviors. For example, a masculinized fat body is required for wild type levels of male courtship behavior [25]. Additionally, our previous work showed that *fruitless *mutations affecting male courtship behaviors also affect male gene expression in the head fat body [24]. Given that *fruitless *is expressed in the nervous system, this suggests that the physiology of the nervous system and/or the consequence of performing courtship behaviors influences gene expression in the fat body, which is supported by an additional study [29]. The idea that there are interactions between the fat body and the nervous system is also supported by the observation that silencing or activating the *fruitless*-expressing neurons that underlie sex-specific behaviors in both males and females can substantially shift fat content in adult flies [54]. Additionally, it has been shown that gene expression in the fat body affects female reproductive behaviors, with ectopic expression of *Obp99b *in female fat body tissues leading to reduced receptivity and mating success [39]. Taken together, one hypothesis is that there is a dynamic interplay between head fat body metabolic state and endocrine function and nervous system function that ultimately influence and direct adult reproductive behavior and physiology.

Gene expression changes in the brain are likely to mediate some of the long-term behavioral changes that occur post-mating, which lasts about one week and includes reduced receptivity to mating and increased egg laying. While much progress has been made in understanding at a molecular-genetic level how SP, SPR and other Acps influence the post-mating behavioral response [reviewed in [1,2]], most of the downstream effectors in the brain are not known, especially those that mediate the long-term behavioral female post-mating response. In this study, several genes with expression in the brain that encode products that function in neurophysiology were identified, with five having ion channel activities with known roles in behaviors [31]. An important next step will be to determine where these channels are expressed in females and how changes in their expression levels influence neurophysiology and behavior. To identify additional genes that mediate the post-mating response in brain tissue, it will also be important to assay gene expression in the nervous system at more time points, using more sensitive techniques, such as deep-sequencing technologies.

Many of the genes identified in this study with significant differential expression in head tissues were also identified as significantly enriched in gene lists from other expression studies (Benjamini and Hochberg *P *< 0.01; [assessed using Flymine [33]]), including those assaying circadian regulation of gene expression (22 genes [50]; 31 genes [55]), gene expression in response to nutrient status (15 genes [32], 17 genes [45]), sex-differential gene expression (9 genes [24]), and post-mating gene expression in whole animals (13 genes [19]). This overlap demonstrates that in the future it will be important to use an integrated, systems-level approach to understand this complex behavior.

## Conclusions

Substantial changes occur in the expression of genes in female head tissues after mating. These results provide new insights into the physiological and metabolic changes that accompany changes in female behaviors. By identifying the gene expression changes prompted by mating, this dataset provides a basis for future mechanistic studies that examine how specific genes mediate behavioral and physiological changes in Drosophila females post-mating. Additionally, understanding how these changes in gene expression orchestrate the post-mating response in Drosophila may provide insight into the reproductive behavior of more complex animals.

## Methods

### Drosophila stocks and husbandry

Flies were raised at 25°C under a 12-hour light and 12-hour dark cycle, on standard cornmeal food media. In all experiments, female flies were the wild-type Canton S strain. The male flies were the genotype *w; P[UAS-dj-GFP]*, which contains a transgene that expresses the Don Juan protein tagged with GFP (DJ-GFP) [56]. DJ-GFP associates with the sperm tail allowing visual confirmation of mating by the presence of GFP in the reproductive tract of mated females.

### Mating conditions and fly collections

Virgin Canton S females and *w; P[UAS-dj-GFP] *males were collected within five to eight hours of eclosion and aged for five days. On the fifth day, females and males were combined (ten females with 20 males) for two hours between the time period of 6-8 hours after the lights came on in the incubator. Females were then sorted under CO_2 _anesthesia using a fluorescence microscope. Only females with strong GFP expression in the lower abdomen, indicating the presence of sperm in the reproductive tract, were collected and aged on food. The mated females were then collected 24, 48 or 72 hours post-mating by tapping them without anesthesia into a cryovial, and immediately snap-freezing the flies in liquid nitrogen. Age matched virgin females were collected in a similar manner. For the 0-2 hour time point, animals were anaesthetized after the two hour mating period, identified as mated females and were immediately snap frozen in liquid nitrogen. The virgin females collected for the 0-2 hour time point were not exposed to males, but were anaesthetized to control for gene expression differences due to CO_2 _exposure, and then snap frozen. For experiments analyzing gene expression in dissected brain tissues, flies were mated as above and 24 hours after mating were lightly anaesthetized individually on ice. Brain tissue was dissected quickly in ice-cold 1× phosphate buffered saline (PBS) made with RNase-free water. The brain tissue was rinsed in 1× PBS to remove non-brain tissue and immediately placed in ice-cold Trizol (Invitrogen) until RNA extraction.

### RNA extraction and microarray experiments

The two-color, glass-slide microarray platform, labeled probe preparation and hybridization conditions were performed as previously described [27]. Adult heads were snapped-off from the body by shaking the frozen flies in the cryovial. The frozen heads were sorted from the bodies on plastic cooled on dry ice. Total RNA was extracted from ~100 heads per sample, using Trizol (Invitrogen). All experiments were performed with four independent biological samples, and a dye swap design to control for biases in dye incorporation. For experiments using RNA derived from head tissue, 20 μg of total RNA was used to generate labeled cDNA. For experiments using dissected brain tissue, 20 brains were dissected per sample and cRNA probes were made by converting the RNA to double stranded cDNA that is flanked by a T7 promoter. T7 RNA polymerase was then used to generate cRNA, using the Amino Allyl MessageAmp II aRNA Amplification Kit (Ambion).

### Microarray Data Statistical Analyses

Statistical analyses were performed as previously described [27]. To identify genes with significant differences in gene expression, a False Discovery Rate (FDR) method was employed. First *P *values were determined using the LIMMA package of BioConductor in the program R and converted to FDR values [57-59]. A hypergeometric statistical test was used to determine the significance of enrichment of functional groups, with the Benjamini and Hochberg multiple hypothesis test correction at a *p *< 0.01 threshold, implemented using Flymine [33]. For comparisons with the McGraw *et al. *2008 study, analyses were limited to genes from that study that showed > two-fold difference [19]. For comparisons with the Goldman and Arbeitman study, the analyses were limited to the top 100 FDR ranked genes with sex-differential expression in the same Canton S strain used here [24]. All data can be downloaded from the GEO website: GSE22390.

### Ethics statement

The research performed in this study on the fruit fly, *Drosophila melanogaster*, did not need to be approved by an ethics committee.

## Abbreviations

(SP): Sex peptide; (Acps): Accessory Gland Proteins; (Lsp): Larval serum protein; (CNS): Central Nervous System; (Obp): Odorant Binding Protein; (FDR): False Discovery Rate; (GO): Gene Ontology; (*fit*): *female-independent-of-transformer*; *(to)*: *takeout*; (GO): Gene Ontology.

## Authors' contributions

All of the authors contributed either to the data generation, data analysis, reagents, or paper writing. AN and ES performed the microarray experiments. ML performed the statistical analyses. SK generated the Venn Diagrams. All authors contributed to the analyses and writing and approved the final manuscript.

## Supplementary Material

Additional file 1 **FDR 100 and GO 309 genes**. The top FDR ranked genes with gene expression changes at 0-2, 24, 48 and 72 hours post-mating. The top FDR ranked genes with gene expression changes in brain tissues 24 hours post-mating. Gene Ontology functional enrichment of 309 genes that are the intersection of genes identified in head tissues at four time points assayed. Click here for file

Additional file 2 **GO for each list**. GO analyses of lists of top 100 FDR ranked genes from Additional file 1. Click here for file

Additional file 3 **Comparisons to other datasets**. Analysis of overlap between this study and Mack et al study and analyses of overlap between this study and Goldman et al study. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

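Mated and age-matched virgin females were compared directly on 2-colour oligonucleotide arrays in 5 experiments of 4 arrays, 20 arrays in all: heads at 0-2, 24, 48 and 72 h after mating and dissected brains at 24 h. Each array held independent samples, with mated RNA in Cy3 on replicates 1 and 2 and in Cy5 on replicates 3 and 4. The authors deposited log2 ratios of mated over virgin for each array, which they had normalized and turned for the dye swap. That the values are log2 and turned was checked against the study's lists of top genes, whose mean ratios equal the antilog of the mean value. The deposited table has 15776 rows, of which 32 controls were left out, and no column was unused. Scanner, background correction, within-array normalization and the rule that left cells empty are not given in the sources used here.

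The table names no genes. Names were taken from the lists of 100 genes that the study gives for each experiment, by matching their mean ratio (relative tolerance 2e-05) and one-sample p (relative tolerance 0.0001) to a row; 499 of 500 entries matched a row, which named 394 genes. Comparisons of 0-2 or 24 h with 48 h, 72 h or brains use plates 2 to 30 of the print (11136 rows). On these a row held the same gene in every experiment. The fit of all head arrays uses them too, also for its differences. Overlaps, correlations and fits of 2 experiments of one layout use all plates. Among 48 h, 72 h and brains that includes plate 1, where filled cells did not match (r = -0.01 between 48 and 72 h, -0.03 between 72 h and brains). On plates 32 to 41 the layout at 0-2 and 24 h differs from that at 48 h, 72 h and in brains, and on plate 1 the filled cells matched between 0-2 and 24 h only. Plate 31 matched across the experiments too (r of the number of values 0.559 to 0.805 between heads) and was left out of comparisons between the layouts. This restriction for comparisons between experiments was chosen after the layout had been seen. A gene outside the study's lists has no name here, so named genes lean toward those the study selected.

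Each probe with at least 2 values was tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3, statmod 1.5.0) for a mean log2 ratio other than 0, per experiment, with Benjamini-Hochberg adjustment over all probes tested. The planned unit was the gene, with tests of gene lists; without names for most probes the probe was tested, and tests of whole lists and the mean of a gene's probes were not run. For lists the text gives the number of named members past the threshold, over all probes and adjusted over the list alone. Differences between time points, and between brain and head at 24 h, were tested in one limma fit of the arrays concerned. Overlaps of the 100 lowest p were set against independent lists with a one-sided exact hypergeometric test. It treats probes as independent draws, which they are not. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.

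The text names the genes that the paper names for a comparison in its text or Table 3, the 5 highest and 5 lowest mean ratios among probes past the adjusted threshold with at least 3 values of one sign (filled up from unadjusted p under 0.05), up to 2 members of each list described, and Lsp2, Lsp1beta, fit, takeout, Obp99a, Obp99b, CG8147 and CG3348 throughout. Genes with values on 2 arrays that head a ranking are named in addition and were chosen after their values were seen, as were CG10516, CG10621, Hsromega, nimB4 at 24 h and further members of the metabolic, ion channel and immune groups.

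On simulated arrays with the observed pattern of empty cells and 200 changed probes, the test recovered 98.1% of probes changed by a log2 ratio of 2 at 0-2 h, 61.2% at 24 h, 99.0% at 48 h, all at 72 h and 92.9% in brains; for a log2 ratio of 1 it recovered 60%, 2.06%, 83.8%, 88.1% and 47.5%. With a dye bias of SD 0.3 added to each probe, recovery was 98.2%, 58.4%, 98.2%, 82.4% and 83.8% for a log2 ratio of 2. For a log2 ratio of 1 it was 36.0%, 2.30%, 43.8%, 29.6% and 10.9%. The simulated spread came from fits without a dye term, so it already held dye variation. At 72 h the added SD exceeds the 0.18 of the part of the values that turns with the dye. An array had values for between 1818 probes (0-2 h) and 6466 (72 h); 68.9 to 88.5% of cells were empty at 0-2 h, 71.0 to 88.1% at 24 h, 81.7 to 86.8% at 48 h, 58.9 to 77.1% at 72 h and 59.4 to 62.9% in brains. Alternatives tried were centring and scaling of arrays, a term for dye orientation, values required on all 4 arrays or in each dye orientation, robust eBayes, a one-sample Student's test, all 20 arrays in one fit, each replicate left out, a replicate block, ranking by size and, chosen after the data were seen, control rows kept and comparisons over all plates. Within an experiment the dye term was fitted to probes with at least 3 values and a value in each orientation. It therefore tested fewer probes.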

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

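The tests of other splits of the arrays were chosen after the results were seen; the tests of differences between experiments were planned.

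In 107 groups of 4 values, an array far from the other 3 (Dixon's test at its 95% critical value) was found 8 times, where chance gives about 1 in 20 groups. At 48 h replicate 3 held values for 2076 probes and the others for 2789 to 2875. The log2 ratio of ade3 at 24 h was -0.19 on replicate 2 (others -1.28 to -1.25), that of CG11909 at 48 h -1.66 on replicate 4 (others -2.58 to -2.42) and that of CG8343 at 48 h 2.46 on replicate 1 (others 1.53 to 1.68). At 72 h Nop60B was at 0.79 on replicate 1 (others 0.49 to 0.51) and sPLA2 at -1.14 on replicate 3 (others -0.50 to -0.41). In brains CG31847 was at -1.38 on replicate 4 (others -0.59 to -0.43) and rdgA at 2.04 on replicate 1 (others 0.59 to 0.80).

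The response of several named genes differed between experiments in limma's test of the difference in log2 ratio. Among the 21 probes between 24 h and 0-2 h were Lsp2 (-5.16), CG10621 (-2.47), fit (-2.45), CG10962 (-2.37), aay (-2.12), CG12896 (-1.90), CG11089 (-1.45), Adh (-1.33) and CG9449 (1.92, adjusted p = 0.0490 from limma). In a fit of these 8 arrays alone the real split gave 7 genes; 2 of the 35 splits gave as many, of which the other, the split by dye orientation, gave 325, and the rest gave at most 2. So many calls point to a structure of the arrays by dye, and by the share of splits chance cannot be excluded for the count; with a dye term in the fit of all head arrays 33 genes differ. Between 72 and 48 h the genes were Lsp2 (2.69), CG10516 (1.44), CG9485 (1.20) and CG8343 (-1.32). In a fit of their 8 arrays alone, over 2958 probes, the real split gave 9 genes and the highest other 0. Only 1 of 35 splits gave so many, the smallest share that these splits can give. The test is 1 of several chosen after the results were seen, so chance is argued against for this count but not excluded. At an unadjusted p under 0.05 the real split gave 295 probes and another as many as 505, and in the fit of all head arrays the count past the adjusted test was 0 without replicate 2 or 3 and with scaling. Between 72 and 0-2 h it was CG12896 (-1.74), with a real count of 1 reached by 6 of 35 splits and a highest other of 2, so chance cannot be excluded.

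Between brain and head at 24 h the genes were Lsp2 (3.54), CG10962 (2.29), Nmdmc (1.79), aay (1.77) and CG11089 (1.73). The real split gave 5 genes, 1 of 35 to do so, and the highest other 1. This is again the smallest share possible, in 1 of several such tests, so chance is argued against for the count but not excluded. At an unadjusted p under 0.05 the real split gave 218 probes, 5 other splits gave more and the highest, that by dye orientation, 509. The count past the adjusted test was 0 without replicate 1 or 4 and with scaling. Between 48 and 24 h the real count was 0 with limma (113 at an unadjusted p under 0.05), every one of the 35 splits gave as many and the highest, the split by dye orientation, gave 10. Across the 4 head times the real count of 20 was reached by 1 of 100 regroupings, the real one, and the highest other was 10. Chance is thus argued against for the count past the adjusted test, though this test too was chosen after the results were seen. At an unadjusted p under 0.05 the real grouping gave 210 probes and another as many as 229.

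Untested differences, in which every brain array was on one side of 0 and every head array at 72 h on the other, were those of CecC (1.02 in brains, -0.96 in heads), Dpt (0.74, -1.24), hgo (0.64, -0.36), Nmdmc (0.63, -0.60), CG11089 (0.43, -0.32) and sPLA2 (0.30, -0.62). At 48 h 1 probe outside the study's lists passed the adjusted test, lower on average at a log2 ratio of -0.89 (SE 0.17, n = 4, adjusted p = 0.0375 from limma), and has no gene name.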

How the results depend on the processing

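Control rows kept and comparisons over all plates were chosen after the data were seen. Of 258 counts and overlaps under the alternatives, 158 stayed within 1.5 times the reported value; of 2089 values of named genes 1876 kept their direction and their side of the threshold, 119 passed it newly, 87 no longer passed and 7 reversed. Reversed were the log2 ratios of Tm1 at 24 h without replicate 3 (-0.020; range -0.020 to 0.33 without one replicate), cpx at 24 h without replicate 3 (0.075; -0.45 to 0.075) and with a dye term (0.031), Lsp1beta at 72 h without replicate 2 (-0.078) and 3 (-0.24; -0.24 to 0.80), Obp99a in brains without replicate 2 (0.12; -0.43 to 0.12) and fit in brains without replicate 3 (0.11; -0.24 to 0.11); the cause was not tested. Genes past the adjusted threshold at 0-2 h (3 as reported) were 0 with median centring, 47 with a dye term, 1 with values on all 4 arrays, 1 with values in each orientation, 0 with the one-sample Student's test, 5 with all 20 arrays in one fit and 0 to 2 without one replicate; those at 24 h (1) were 0 with scaling, 51 with a dye term, 0 with all 4 values, 0 with Student's test, 92 with all 20 arrays and 1 to 3 without one replicate. At 48 h (74) they were 0 with Student's test and 14 to 91 without one replicate; at 72 h (5) 12 with scaling, 47 with a dye term, 0 with all 4 values, 0 with Student's test and 3 to 12 without one replicate; in brains (0) 6 with a dye term, 1 with all 4 values and 3 with all 20 arrays. Counts at an unadjusted p under 0.05 were, at 0-2 h, 370 with a dye term, 43 with all 4 values, 91 with values in each orientation and 54 to 432 without one replicate; at 24 h 26 with all 4 values, 610 with all 20 arrays and 117 to 546 without one replicate; at 48 h 295 to 419 without one replicate; at 72 h 270 with all 4 values, 240 with all 20 arrays and 360 to 561 without one replicate; in brains 1032 with a dye term and 223 to 392 without one replicate. Genes that differ across the head times (20) were 7 with scaling, 2 with all 4 values and 5 to 14 without one replicate; between 24 and 0-2 h (21) 32 with median centring, 9 with scaling, 33 with a dye term, 1 with all 4 values and 6 to 22 without one replicate; between 48 and 24 h (0) 1 with all 4 values; between 72 and 48 h (4) 0 with scaling, 1 with all 4 values and 0 to 2 without one replicate; between 72 and 0-2 h (1) 5 with scaling, 2 with a dye term, 0 with all 4 values and 0 to 1 without one replicate; between brain and head (5) 0 with scaling, 21 with a dye term, 2 with all 4 values and 0 to 11 without one replicate. The overlap of 24 and 48 h (37) was 6 with all 4 values, 13 with Student's test and 26 to 37 without one replicate; that of 48 and 72 h (28) 3 with Student's test and 18 to 30 without one replicate; that of 0-2 and 72 h (2) 1 with median centring, 0 with scaling, 6 with a dye term, 10 with all 4 values, 6 with values in each orientation, 1 with robust eBayes, 1 with Student's test and 2 to 6 without one replicate; that of 24 h and brain (5) 2 with scaling, 3 with a dye term, 2 with Student's test, 3 with all 20 arrays, 2 with ranking by size and 3 to 6 without one replicate. Requiring all 4 values leaves fewer probes to test, fewest at 24 h (246), and with at least 2 values the fewest could be tested at 48 h (2981); the other causes were not tested.

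Replicate numbers are shared between experiments, but nothing in the sources says that they mark a shared day or sample. Arrays with the same number deviated together at r = 0.01 to 0.36 between 0-2 and 24 h, where 2 of 8 arrays correlated best with their own number, 0.06 to 0.17 between 24 and 48 h (2 of 8), -0.26 to 0.13 between 48 and 72 h (1 of 8), -0.30 to 0.19 between 0-2 and 72 h (1 of 8) and 0.05 to 0.17 between brain and head at 24 h (4 of 8). In pairs not compared directly r was 0.13 to 0.40 between 0-2 and 48 h (7 of 8) and 0.07 to 0.29 between 48 h and brain (7 of 8); arrays with the same number also share their dye orientation. With the replicate block the genes that differ were 26 across the head times, 32 between 24 and 0-2 h, 0 between 48 and 24 h, 3 between 72 and 48 h, 0 between 72 and 0-2 h and 39 between brain and head. Tests of gene lists, their estimated correlation and the mean of a gene's probes were not run, because most probes have no gene name.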

Differences from the paper's values

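No test in this part was chosen after the results were seen, apart from the setting with control rows kept. No count or fold change compared with the paper's text lies more than 1.5 times from its counterpart here. For fold changes this was fixed in advance, because genes were named by matching their mean ratio to that in the study's lists. Only the counts are therefore a comparison. Counts that are not equal include 245 probes at 0-2 h (the paper's 237 genes) and 451 at 48 h (the paper's 449) past an unadjusted p under 0.05, and, of the 100 lowest p, 78 lower and 22 higher at 48 h (the paper's 75 and 25), 67 and 33 at 72 h (the paper's 69 and 31) and 27 and 73 in brains (the paper's 28 and 72). Lower by at least 2-fold were 56 at 24 h (the paper's 59) and 16 at 72 h (the paper's 18), and higher 17 at 0-2 h (the paper's 18), 12 at 48 h (the paper's 14) and 19 in brains (the paper's 20). With control rows kept, a setting chosen after the data were seen, 94 lower and 144 higher probes passed at 0-2 h, nearer to the paper's counts. The paper states that later times showed greater differences by number of genes. At its threshold the counts here also grow with time, but the percent of tested probes past an unadjusted p under 0.05 was 6.33, 7.87, 15.1 and 8.49 at 0-2, 24, 48 and 72 h, and the counts past limma's adjusted p under 0.05 (3, 1, 74 and 5) are highest at 48 h. With all 20 arrays in one fit, an alternative set before the data were examined, the counts were 5, 92, 91 and 5, highest at 24 h. That fit takes 1 variance per probe for all experiments, though the typical SD of a probe estimated by limma was 0.39 at 24 h and 0.25 at 72 h. Its counts at these times therefore rest on a spread that is not their own. On simulated arrays the test per experiment recovered 2.06% of probes changed by a log2 ratio of 1 at 24 h.

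The paper calls CG8147 significantly induced in heads at 24, 48 and 72 h and in brains, and significantly repressed at 0-2 h. An unadjusted p under 0.05 from limma was reached in each of the 5 experiments, and an adjusted p under 0.05 at 48 h. With a dye term in the fit the adjusted p from limma was also under 0.05 at 0-2 h (0.0452), at 72 h (0.000197) and in brains (0.0384), and with all 20 arrays in one fit at 24 h (0.0480).

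The column of the study's gene lists headed FDR equals another column of the same lists, the study's own unadjusted p from limma, for 100 of 100 genes at 0-2, 24 and 48 h and in brains and for 97 of 100 at 72 h. The study's p differ from those of limma here by a median of 8.50% (highest 37.5%) at 0-2 h and by at most 2.07% in the other experiments. The q-values in the same lists are under 0.05 for 3, 1, 90, 6 and 0 genes in the order 0-2, 24, 48 and 72 h and brain.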

Other observations

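The tests of dye bias at 0-2 h and in brains, of exchanged labels and of other sign patterns were chosen after the results were seen.

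Genes of ribosome production were on the higher side in every head experiment. At 24 h dm, the fly Myc factor, was at a log2 ratio of 0.75 ± 0.22 (SD, n = 3) and at 48 h at 0.55 ± 0.39 (SD, n = 4); at 72 h Nop60B, which makes pseudouridine in ribosomal RNA, was at 0.57 ± 0.15 (SD, n = 4). All measured members of this list were higher at 24 h (4 of 4, 2 at an unadjusted p under 0.05), 48 h (5 of 5, 3), 72 h (5 of 5, 3) and in brains (4 of 4, 0). None passed limma's adjusted p over all probes as fitted, and 2, 2, 2 and 0 passed adjusted over the list alone. Nop56 passed at 24 h with a dye term (adjusted p = 0.0193 from limma) and with all 20 arrays in one fit (0.00826). Of 7 measured genes of cytochrome P450 and glutathione transferases 5 were lower and 2 higher at 72 h. Cyp28d1 was at -0.68 ± 0.32 (SD, n = 4) and Cyp6g1 at -0.69 ± 0.31 (SD, n = 4). The 5 lower ones reached an unadjusted p under 0.05, and 5 passed adjusted over the list alone and 0 over all probes with limma as fitted. As 4 of the 7 are in the study's list for 72 h, the count over the list alone is no separate evidence. At 48 h Cyp9b2 was at -0.65 ± 0.20 (SD, n = 4) and 3 of 3 were lower at an unadjusted p under 0.05. None of the 3 passed over all probes as fitted, while with a dye term Cyp9b2 (adjusted p = 0.0358 from limma) and Cyp6g1 (0.0328) did.

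In brains all 13 measured genes of amino acid and one-carbon metabolism were higher, 5 at an unadjusted p under 0.05, 0 past limma's adjusted p over all probes and 4 adjusted over the list alone; hgo, which breaks down homogentisate, was at 0.64 ± 0.03 (SD, n = 3). In the brains in which the 5 ion channel genes were lower, the muscle genes Act88F at 0.83 ± 0.37 (SD, n = 4), Act57B at 0.79 ± 0.62 (SD, n = 4) and Tm1 at 0.53 ± 0.15 (SD, n = 4) were higher, each at an unadjusted p under 0.05 and with 3 of 3 past the list alone. These lists are made of genes the study selected in part, so their direction is not independent evidence.

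Eye genes were higher and fat body genes lower in heads at 24 h. If mated heads yielded a smaller share of fat body RNA, genes of every other tissue would be higher alike. The median log2 ratio was 1.26 for 4 eye genes, 0.23 for 2 muscle genes, -0.26 for 2 neuronal genes and -1.11 for 12 fat body genes. The eye genes are in the study's list for 24 h and the muscle and neuronal genes are not, so naming favoured this contrast. The exact permutation p of eye against neuronal genes was 0.0667, the smallest that 15 groupings can give, so the test could not have excluded a smaller share; with so few named genes it and a change within the fat body cannot be told apart.

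Many genes past an unadjusted p under 0.05 had values on 2 arrays. Where both arrays had one dye orientation 336 of 2760 probes passed (12.2%), against 173 of 3153 (5.49%) with 1 value in each orientation, a ratio of 2.22 (Fisher's exact test, p = 5.04e-20). This p treats probes of the same arrays as independent, which they are not. The ratio was 5.42 at 0-2 h, 1.54 at 24 h, 1.60 at 48 h, 1.78 at 72 h and 4.44 in brains. For 123 of the probes that passed in one orientation the part that turns with the dye could be taken from another experiment, and 97 (78.9%) had its sign: 51 of 60 at 0-2 h, 34 of 42 at 24 h, 10 of 16 at 48 h, 2 of 2 at 72 h and 0 of 3 in brains. Dye bias may therefore account for part of these calls at 0-2 and 24 h. In brains the ratio was high too, but the sign could be checked for 3 probes only, so dye bias stays open there. A response to mating stays open for each single gene.

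Arrays of opposite dye orientation ran against each other at 0-2 h and in brains. The part of the values that turns with the dye had a spread of 1.65 times that of the mean ratio at 0-2 h and 1.44 times in brains. At 0-2 h it correlated with the same part at 24 h (r = 0.50) and at 48 h (0.42), which may point to dye bias of single probes. With that part at 72 h it did not (r = -0.07). An exchange of mated and virgin labels on 2 arrays at 0-2 h is argued against, since the correlations at 24 and 48 h exceed those with the mean ratio there by at least 0.221. Such an exchange was not tested for brains. In brains the correlations with the heads at 0-2, 24 and 48 h were 0.19, 0.18 (0.181) and 0.19, under the level set for dye bias, which cannot be told apart from other structure. The mean ratio of brains correlated with the dye part of these heads at 0.30, 0.23 and 0.35, more strongly than the dye part of brains did. That mean may thus hold a part linked to the dye. With the dye part of heads at 72 h the dye part of brains correlated at 0.04 and their mean ratio at -0.17. No biological explanation was tested.

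With 4 arrays there are 8 patterns of signs, too few for a share under 0.05. The count past the adjusted threshold was 3 at 0-2 h, with 2 of 8 patterns as large and a highest other of 187, by dye orientation; 1 at 24 h (2 of 8, highest other 1); 74 at 48 h (1 of 8, highest other 0); 5 at 72 h (1 of 8, highest other 3) and 0 in brains (8 of 8, highest other 479), where the highest is again the pattern by dye orientation, which points to a structure of the arrays. At 72 h the correlations of replicates 1 to 4 with the dye part of 0-2 h were -0.13, 0.14, 0.16 and -0.24; replicates 2 and 4 there, replicate 2 at 24 h (0.05) and replicate 1 in brains (0.13) do not follow the sign of their dye labels, which were kept as given. With the dye part of 48 h those that do not are replicates 1, 2 and 4 at 72 h (0.03, 0.18 and -0.10) and replicates 1 and 2 in brains (0.13 and 0.03), while replicate 2 at 24 h does (-0.16).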
